# Inducible cell-specific mouse models for paired epigenetic and transcriptomic studies of microglia and astroglia

**DOI:** 10.1038/s42003-020-01418-x

**Published:** 2020-11-19

**Authors:** Ana J. Chucair-Elliott, Sarah R. Ocañas, David R. Stanford, Victor A. Ansere, Kyla B. Buettner, Hunter Porter, Nicole L. Eliason, Justin J. Reid, Amanda L. Sharpe, Michael B. Stout, Michael J. Beckstead, Benjamin F. Miller, Arlan Richardson, Willard M. Freeman

**Keywords:** Transcriptomics, Epigenetics in the nervous system

## Abstract

Epigenetic regulation of gene expression occurs in a cell type-specific manner. Current cell-type specific neuroepigenetic studies rely on cell sorting methods that can alter cell phenotype and introduce potential confounds. Here we demonstrate and validate a Nuclear Tagging and Translating Ribosome Affinity Purification (NuTRAP) approach for temporally controlled labeling and isolation of ribosomes and nuclei, and thus RNA and DNA, from specific central nervous system cell types. Analysis of gene expression and DNA modifications in astrocytes or microglia from the same animal demonstrates differential usage of DNA methylation and hydroxymethylation in CpG and non-CpG contexts that corresponds to cell type-specific gene expression. Application of this approach in LPS treated mice uncovers microglia-specific transcriptome and epigenome changes in inflammatory pathways that cannot be detected with tissue-level analysis. The NuTRAP model and the validation approaches presented can be applied to any brain cell type for which a cell type-specific cre is available.

## Abstract (web summary)

Ana Chucair-Elliott, Sarah Ocaňas et al. present a NuTRAP approach for simultaneous analysis of transcript expression and DNA modifications in two specific mouse brain cell types, astrocytes and microglia. They further apply this approach to identify molecular changes in microglia following LPS treatment and identify both transcriptomic and epigenomic alterations not apparent in tissue-level analyses.

## Introduction

Considerable advances are being made in understanding the epigenome and its relationship with gene expression in the brain^1–3^. However, the lack of approaches for paired analysis of DNA and RNA profiles at the cell-type-specific level within the same animal is a limitation for the field, given that epigenetic processes differ across central nervous system (CNS) cell types at the level of chromatin organization and DNA modifications^1,4^. Obtaining enriched cell populations by flow sorting requires cell surface markers, these markers can change with experimental conditions, and cell sorting causes molecular, morphological, and functional changes, such as cell activation, that could confound studies^3,5,6^. Single-cell approaches^7^ may overcome some of the challenges of cell sorting but the scale of such studies, incomplete genomic coverage, restriction to only certain types of endpoints, and continued potential for brain dissociation artifacts are limitations.

This has led to development of transgenic labeling approaches to isolate RNA or DNA from specific cell types. Ribosome labeling and RNA isolation methods, such as Translating Ribosome Affinity Purification (TRAP^8^), and ribosome tagging (RiboTag^9^), are gaining acceptance across neuroscience studies examining the transcriptome. Similar approaches have been developed to transgenically tag and allow isolation of nuclei and thus DNA (Isolation of Nuclei TAgged in specific Cell Types, INTACT)^10^. However, using separate transgenic mouse strains for DNA and RNA endpoints is a complicated and resource intensive approach.

The Nuclear Tagging and Translating Ribosome Affinity Purification (NuTRAP) system was first applied by Roh et al.^11^ in the parallel, cell-specific isolation and characterization of mRNA expression and chromatin states from adipocyte and hepatocyte populations in vivo, upon Adiponectin-Cre- or Albumin-Cre-dependent recombination^11^. Here, the NuTRAP construct is combined with well-established cell-specific inducible cre-recombinase expressing systems^12,13^ to perform paired transcriptomic and epigenomic analyses (gene expression and DNA modifications) of specific CNS glial cell types, astrocytes and microglia in a temporally controllable manner from a single mouse. Demonstration studies provide: (1) cell-type-specific enrichment of RNA and DNA, (2) novel insights into differential usage of DNA modifications in microglia and astrocytes, and (3) examples of cell-type-specific transcriptomic and epigenomic responses that are only revealed when specific cell types are examined. These studies also provide a validation approach NuTRAP mouse lines crossed to any available cre driver line relevant to neuroscience studies.

## Results

Schematics of the NuTRAP construct, experimental design, and key protocols for the analyses in the current study are represented in Fig. 1. Of note, the Aldh1l1-cre/ERT2; NuTRAP and Cx3cr1-cre/ERT2; NuTRAP models will be abbreviated when necessary, as Aldh1l1-NuTRAP and Cx3cr1-NuTRAP, respectively. Testing of Tamoxifen (Tam) administration, for cre induction, effects on the epigenome and transcriptome in the CNS found no long-lasting, significant effects on DNA modifications or gene expression^14^.

**Fig. 1:**
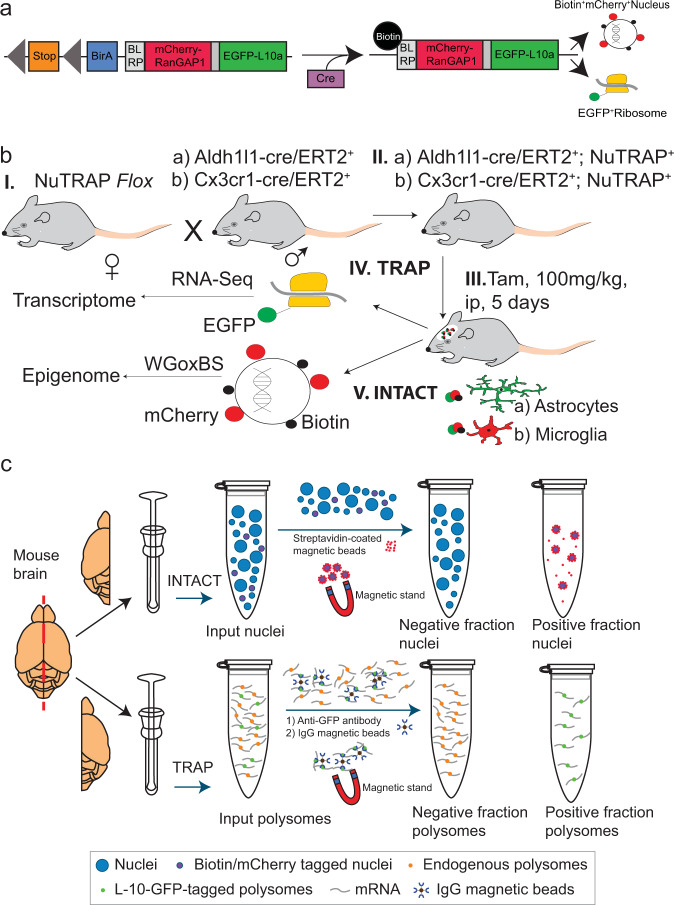
Main experimental design in the study. **a** Representation of the NuTRAP construct and its recombined products upon cre-mediated induction. **b** Breeding strategy to achieve astrocyte- and microglia- specific RNA and DNA. **c** Schematic of the cell-specific RNA and DNA isolation from the same mouse brain via the TRAP and INTACT methods. Note: currently TRAP and INTACT from the same homogenate is not possible, but parallel structures from each hemisphere of the same mouse can be used for paired analyses.

### Flow cytometry and immunohistochemical validation of the Aldh1l1-cre/ERT2^+^; NuTRAP^+^ mouse brain

The Aldh1l1-cre/ERT2^+^ mouse line has been reported as highly efficient and specific for DNA recombination in astrocytes^12^. We first crossed this line with the NuTRAP reporter mouse^11^ to couple epigenomic and gene expression studies in astrocytes in a parallel fashion. As an initial validation of the model, Aldh1l1-NuTRAP mice were systemically delivered Tam for 5 consecutive days and a week after induction, brains were dissected for flow cytometry (FC) and immunohistochemistry (IHC) analyses. Single-cell suspensions of brains immunostained with ACSA-2 antibody, a pan-astrocytic marker^15^, revealed a distinct EGFP^+^ cell population present in the Aldh1l1-NuTRAP brains but not in the cre-negative counterparts, consistent with the reported 10–20% astroglial cellularity in the rodent brain^16,17^. Almost the entirety of the EGFP^+^ cell population co-expressed ACSA-2, supporting that cre-mediated recombination upon Tam induction specifically targeted astrocytes (Fig. 2a, b).

**Fig. 2:**
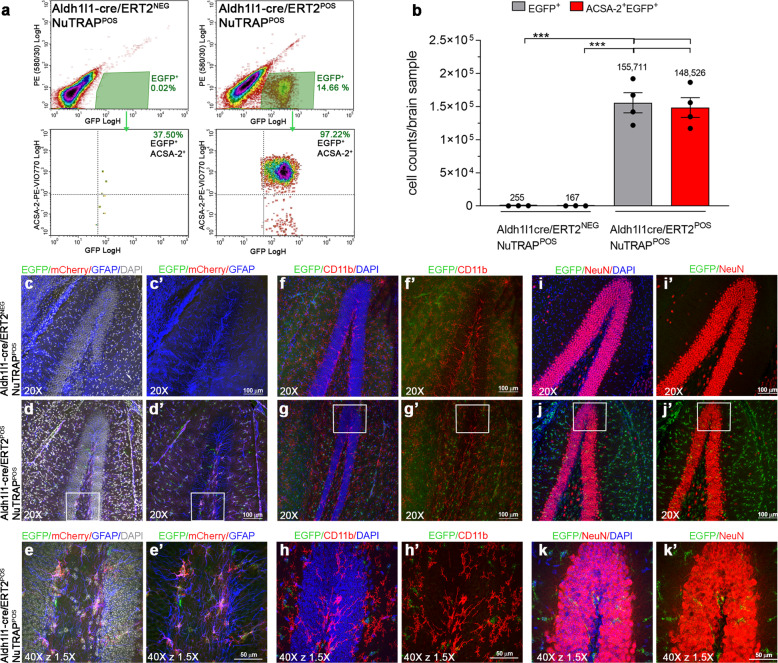
Flow cytometry and immunohistochemical validation of the Aldh1l1-NuTRAP transgene expression. One week after Tam treatment, brains were harvested from Aldh1l1-NuTRAP and cre-negative NuTRAP^+^ (control) mice for flow cytometry (FC) and immunohistochemistry (IHC) purposes. **a** Representative FC plots of immunostained single- cell suspensions showed a distinct population of brain EGFP^+^ cells, identified as Aldh1l1^+^ cells (astrocyte lineage), based on gating strategy for EGFP and ACSA-2 co-expression in Aldh1l1-NuTRAP samples but not in the controls. **b** Analysis of absolute cell counts from FC quantitation expressed as mean cell count/brain sample ±SEM. **c**–**k**’ Representative confocal fluorescent microscopy images of sagittal brain sections captured in the dentate gyrus of the hippocampus show EGFP expression (green signal) in cells that co-expressed mCherry (red signal) and GFAP (blue signal) in Aldh1l1-NuTRAP brains but did not colocalize with other cell-type marker expression. ***p < 0.001 between depicted groups by one-way ANOVA followed by the Tukey’s multiple comparison test (*n* = 4 for cre^+^ group, *n* = 3 for cre^−^ group). Scale bar at ×20 magnification: 100 µm and scale bar at ×40 z×1.5: 50 µm.

Sagittal brain sections immunostained with cell-specific markers showed EGFP and mCherry colocalization in cells expressing the astrocytic marker GFAP, but not in cells expressing microglial (Cd11b), or neuronal (NeuN) markers (Fig. 2c–k’, Supplementary Fig. 1). In the absence of Tam induction, Aldh1l1-NuTRAP mice did not display EGFP or mCherry expression (Supplementary Fig. 2), consistent with temporally controlled, Tam-dependent induction of cre-recombinase under the control of the Aldh1l1 promoter.

### Astrocyte transcriptome enrichment in the Aldh1l1-NuTRAP mice by TRAP-RNAseq

Enrichment of EGFP-tagged polysomes was performed with the TRAP protocol. The resulting positive and negative fractions, as well as input fraction, were collected for RNA isolation. qPCR measurements showed significant enrichment of marker genes for astrocytes (*Aldh1l1, Fabp7, Gfap, Elovl2, Aqp4*, and *Kcnj10*) in the positive fraction compared to input and negative fractions. Depletion of marker genes for microglia (*Cx3cr1, C1qa, Gpr84*, and *Aif1*), neurons (*Syt2* and *Syt4*), and oligodendrocytes (*Mog, Neu4*, and *Opalin*) was observed in the positive TRAP fraction compared to the other fractions (Fig. 3a). 

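RNA of 3 Aldh1l1-NuTRAP mice was sequenced after TRAP, in which ribosomes carrying the EGFP-tagged protein L10a were pulled from a half-brain homogenate with an antibody against GFP. The cleared homogenate was the input, the RNA left unbound was the negative fraction and the RNA on the beads was the positive fraction. The mice had received tamoxifen at about 3 months of age, at 100 mg/kg on 5 consecutive days. Strand-specific libraries of polyA RNA were sequenced as paired-end reads, which the authors trimmed, aligned to mm10 in Strand NGS and assigned to RefSeq genes. The values used here are the raw read counts per gene from that step, before the DESeq normalization that the methods describe. Of the nonzero raw values, 82.8% were not whole numbers, so all values were rounded to whole numbers before testing. The negative and positive fractions of mice 290, 293 and 294 were analysed, and input and whole tissue of this line were not analysed here. Total counts ranged from 8782235 to 25137834 in the 3 negative fractions, with a median of 21017054, and from 11910851 to 22308992 in the 3 positive fractions, with a median of 20999571. In both fractions the lowest total was that of mouse 290. The comparison covered the 13319 genes with more than 20 counts in every library of at least one of the groups compared. Counts were scaled by edgeR's TMM method and compared by its two-sided quasi-likelihood test with Benjamini-Hochberg adjustment. At an adjusted p under 0.05, 3569 genes were higher and 3299 genes were lower in the positive fraction than in the negative fraction. These counts depended on the mice that were included. Without mouse 290, whose libraries are the shallow ones, 4887 genes were higher and 4844 genes were lower. In contrast, 1977 genes were higher without mouse 293 and 1600 genes were lower without mouse 294. The fit did not use the pairing of fractions by mouse. With the mouse as replicate block, 4927 genes were higher and 4503 genes were lower.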

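PCA was run on log2 CPM of these 6 libraries, centred for each gene, with a prior count of 2. The first component held 76.5% of the variance and the second component held 17%. On the first component the 3 positive fractions lay between 61.9 and 76.4, and the 3 negative fractions lay between -72.3 and -59.1. The share of variance on the first component was 85.7% over the 500 genes with the largest variance and 60.5% with every gene scaled to unit variance.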

RNAseq analysis, as visualized by Principal Component Analysis (PCA), revealed separation of positive fraction from input, negative, and whole tissue samples in the first component (Fig. 3b). Cell-type-specific marker gene lists were generated from prior cell-sorting studies^18^ (Supplementary Data 1). The distribution of cell-type-specific gene expression showed enrichment of astrocytic genes and depletion of microglial, neuronal, and oligodendrocytic genes in the positive fraction relative to input (Fig. 3c, d).

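The astrocyte list of Supplementary Data 1 held 138 genes, of which 137 were tested in the positive and negative fractions of the Aldh1l1-NuTRAP mice. For each mouse, the median log2 ratio of positive to negative fraction over the list was taken, minus the median over all tested genes. This median was 2.88 ± 0.13 (SD, n = 3 mice) for the astrocyte list, a 7.34-fold enrichment, and 136 of the 137 genes lay above the median of all genes, the exception being Dclk1, named here after its value was seen. The microglia list, with 213 tested genes, had a median of -1.20 ± 0.05 (SD, n = 3). Its gene Cd180, also named after its values were seen, was at or under 3 counts in all 3 positive fractions, and the median was also -1.20 with that gene at its bound. The neuron list, with 98 tested genes, had a median of -1.60 ± 0.13 (SD, n = 3), and the oligodendrocyte list, with 193 tested genes, one of -1.21 ± 0.06 (SD, n = 3). All 3 mice showed the same direction in each of these lists, and each median was larger than the spread between mice. The exact sign-flip permutation test, two-sided, gave p = 0.25 for each list, the smallest p that 3 mice allow. Of the alternatives tried, the mean in place of the median moved the microglia list the most, to -0.91. Within the oligodendrocyte list, 47 genes lay above the median of all genes, and within the microglia list 54 genes did.

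**Figure D1:**
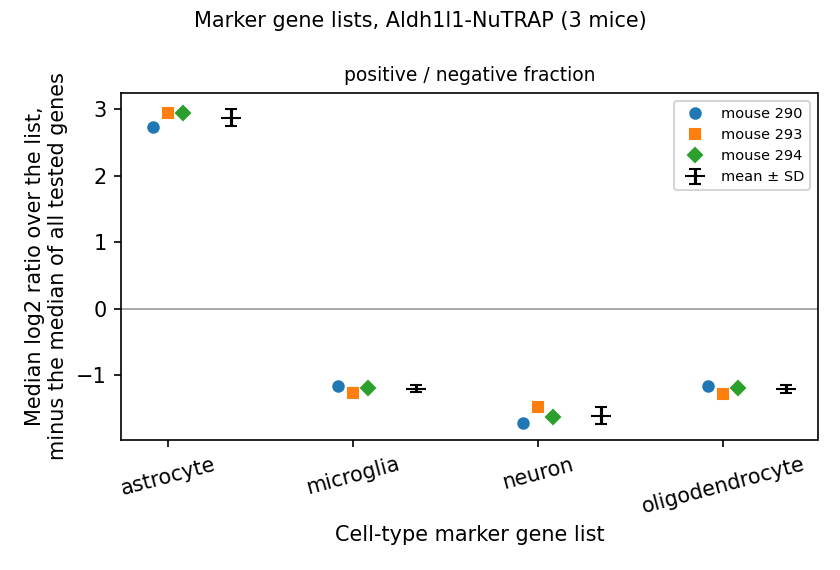
Median log2 ratio of positive to negative fraction over each cell-type marker gene list, minus the median over all tested genes, for each of the 3 Aldh1l1-NuTRAP mice, with bars for the mean ± SD. The astrocyte list lies between 2.73 and 2.95 in the 3 mice, and the other lists lie below 0 in every mouse.

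Gfap (Entrez 14580, chromosome 11 of mm10, 102887336 to 102897200) had 2635 ± 104 CPM in the positive fraction (SD, n = 3) and 215 ± 27.2 in the negative fraction (SD, n = 3). Its log2 fold change was 3.62 (standard error 0.16, adjusted p = 3.37e-05 from edgeR). Aldh1l1 (Entrez 107747, chromosome 6, 90550848 to 90599171) rose from 63.7 ± 13.4 to 610.1 ± 38.8 CPM (SD, n = 3 each), a log2 fold change of 3.26 (standard error 0.2, adjusted p = 4.99e-05). The log2 fold changes of Fabp7, Elovl2, Aqp4 and Kcnj10 lay between 2.84 and 3.12, with adjusted p values of at most 0.00713. Across the alternatives, which include the Cx3cr1-NuTRAP input as comparator, that of Aqp4 ranged from 1.37 to 3.25. Those of Fabp7, Elovl2 and Kcnj10 stayed at 2.49 or above. Fabp7 had 523 ± 345 CPM in the positive fraction (SD, n = 3). The oligodendrocyte gene Mog (Entrez 17441, chromosome 17, 37010740 to 37023398) had a log2 fold change of -3.27 (standard error 0.25, adjusted p = 8.89e-05). The microglial gene Cx3cr1 (Entrez 13051, chromosome 9, 120048683 to 120068296) had one of -2.32 (standard error 0.43, adjusted p = 0.00347) and the neuronal gene Syt4 (Entrez 20983, chromosome 18, 31437808 to 31447415) one of -2.07 (standard error 0.18, adjusted p = 0.000129). Each of the genes named here changed in the same direction in 3 of 3 mice. From the distribution of these lists, the paper concludes that astrocytic genes are enriched and the genes of the other cell types are depleted in the positive fraction.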

**Fig. 3:**
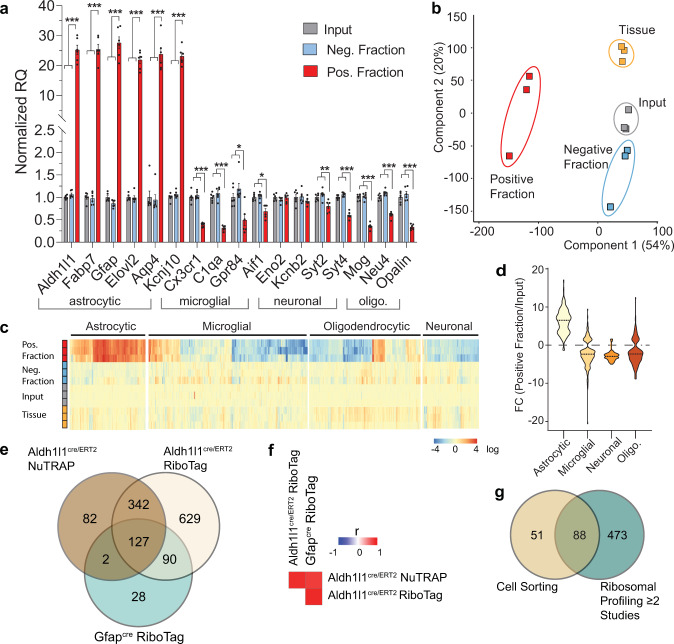
Transcriptomic validation of astrocytic enrichment in TRAP-RNA from Aldh1l1-NuTRAP mouse brain. **a** TRAP-isolated RNA from input, TRAP-negative and TRAP-positive fractions were examined by qPCR for enrichment and depletion of selected cell-specific genes for astrocytes, microglia, neurons, and oligodendrocytes. Bar graphs represent mean relative gene expression ± SEM for each gene measured. *p < 0.05, **p < 0.01, ***p < 0.001 by RM one-way ANOVA with Benjamini–Hochberg multiple testing correction followed by Tukey’s multiple comparison test across fractions (*n* = 6/group). **b** RNAseq analysis was performed on all fractions and total brain RNA (*n* = 3/group). Principal component analysis of transcriptome profiles showed separation of positive fraction from input, negative, and tissue samples by the first component. **c** Expression of cell-type marker gene lists, generated from cell-sorting studies shows enrichment of astrocytic genes and depletion of other cell-type marker genes in the positive fraction versus other fractions. **d** Enrichment or depletion of marker genes is presented as the fold change (Positive fraction/Input). Astrocyte marker genes were enriched in the positive fraction while genes from other cell types were generally depleted in the positive faction relative to input. **e** Astrocyte marker genes identifi**e**d in prior Ribo-Tag analysis (FC > 5 Positive fraction/Input) with the same cre line^12^ and with a Gfap-cre line^19^ were compared to the marker genes identified from the Aldh1l1-NuTRAP, demonstrating 127 ribosomal-tagging common astrocyte marker genes. **f** Pearson correlation of the fold change (Positive fraction/Input) for all expressed genes observed in all ribosomal profiling studies have similar levels of transcriptome enrichment and depletion. **g** Astrocyte markers from at least two ribosomal profiling studies were compared to astrocyte markers from cell-sorting studies^18^ to identify 88 isolation method-independent astrocyte markers.

One prior study applied the RiboTag approach with the same Aldh1l1- cre/ERT2 line of mice^12^. In another recent study^19^ the RiboTag approach with a Gfap-cre was used to target the astrocyte transcriptome. We compared the lists of astrocyte marker genes (BHMTC *p* < 0.05, FC enrichment >5) generated in these studies with the data from the NuTRAP line developed here and found 127 ribosomal-tagging marker genes for astrocytes that are independent of ribosomal-tagging approach or cre line (Fig. 3e, Supplementary Data 1). 

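In the Aldh1l1-NuTRAP positive fraction, 652 genes were more than 5-fold higher than in the negative fraction at an adjusted p under 0.05. With total counts only, without scaling factors, 401 genes were more than 5-fold higher. Among genes with more than 20 counts in every library of both fractions, the largest rise was that of Fxyd1 (Entrez 56188, chromosome 7, 31051678 to 31055656), from 23.3 ± 4.64 to 466 ± 207 CPM (SD, n = 3 each), a log2 fold change of 4.32 (standard error 0.36, adjusted p = 0.000119 from edgeR). It was followed by Kcne1l, Slc25a34, Timp4 and Pxmp2, with log2 fold changes between 4.03 and 4.22. The largest fall was that of Ugt8a (Entrez 22239, chromosome 3, 125865343 to 125938550), with a log2 fold change of -3.5 (standard error 0.22, adjusted p = 5.17e-05). The copy of the ribosomal-tagging astrocyte list used here holds 126 genes, of which 124 were tested. Their median log2 ratio of positive to negative fraction, relative to all tested genes, was 3.01 ± 0.14 (SD, n = 3 mice), and all 124 lay above the median of all genes. A fold change above 5 was found for 115 of them. The exact sign-flip permutation test, two-sided, gave p = 0.25 for this list, the smallest p that 3 mice allow. Since the study chose this list partly on the same libraries, these values are not independent evidence for it.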

Pairwise correlation of positive fraction/input ratios for all expressed genes demonstrate a high level of overall correlation even if differences in genes achieving the ‘marker’ (*p* < 0.05, FC > 5) sets was evident (Fig. 3f). When a list of 561 ribosomal-tagging astrocyte marker genes (the sum of genes in common between at least two of the studies in Fig. 3e) was compared to previously identified astrocyte markers from cell-sorting studies^18^, we found 88 isolation method-independent astrocyte marker genes (Fig. 3g, Supplementary Data 1). Additional comparisons of enrichment distribution of gene expression between the different ribosomal profiling methods and gene marker lists from cell-sorting studies were performed (Supplementary Fig. 3). Taken together, these comparisons demonstrate a commonality to astrocyte enriched genes with some minor differences in RiboTag versus NuTRAP and Aldh1l1 versus Gfap cre lines. 

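Gene ontology sets fixed by their accession before the data were examined were tested between the Aldh1l1-NuTRAP positive and negative fractions with limma's camera, two-sided, with a preset correlation of 0.01. Camera compared the genes of each set with all other genes tested. The 24 genes of cholesterol biosynthetic process were higher by 0.86 on the log2 scale than the other genes (adjusted p = 0.000506), and 87.5% of them were higher in the positive fraction. The 66 genes of fatty acid metabolic process were higher by 0.89 (adjusted p = 0.000167), 71.2% of them higher in the positive fraction. The 218 genes of ion channel activity had a mean difference of -0.65 (adjusted p = 1.55e-05), and 28.4% of them were higher. No difference at an adjusted p under 0.05 was found for the 11 genes of cholesterol transport (0.67, adjusted p = 0.216), the 22 genes of synapse assembly (-0.41, adjusted p = 0.204), the 3 genes of complement activation (1.38, adjusted p = 0.138) or the 59 genes of immune response (0.26, adjusted p = 0.204). Under fry, another limma set test, every set but synapse assembly passed an adjusted p of 0.05, and complement activation and immune response were higher in the positive fraction. With the correlation between genes estimated from the libraries, none of the 7 sets passed, with adjusted p values from 0.276 to 0.529. Over genes with at least 100 counts in every library of one fraction, immune response was higher by 0.7 (adjusted p = 0.0206). Of the 10 splits of these 6 libraries into groups of 3, 4 gave at least as many sets at an adjusted p under 0.05 under camera as the 3 found here, so chance is not excluded for these sets. The splits ignored the pairing by mouse. The gene ontology sets are other lists than the published ones that the paper used, so this limit concerns only the sets tested here.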

Astrocyte enriched transcripts further demonstrated over-representation of genes critical in astrocyte physiological functions^12,19,20^, such as cholesterol synthesis and transport, fatty acid metabolism, receptors/channels, and synapse modification (formation, function, and elimination), while under-representation of complement/immune mediators, commonly associated with microglial function (Supplementary Fig. 4). These findings are collectively in agreement with the normal physiology of astrocytes in the brain and demonstrate specific targeting and enrichment of astrocyte transcripts in the Aldh1l1-NuTRAP model.

### Validation of astrocytic epigenome enrichment in the Aldh1l1-NuTRAP mouse brain by INTACT-BSAS

Nuclear preparations of Aldh1l1-NuTRAP were subjected to INTACT isolation with streptavidin magnetic beads for separation of negative and positive (biotinylated) nuclei. To assess purity of putative astrocytic nuclei in the positive fraction, nuclei were evaluated for expression of mCherry by confocal microscopy imaging (Fig. 4a, b). Biotinylated nuclei covered by streptavidin beads (fluoresce in the red channel^10^) were evident in the positive fraction (Fig. 4a) and comprised 90% of the positive fraction (Fig. 4b). With the predicate that mCG in gene promoters is inversely related to transcriptional activation, Bisulfite Amplicon Sequencing (BSAS) analysis was performed to measure the percentage genomic CG methylation (mCG) in the promoter region of selected astrocytic (*Aldh1l1, Fabp7, Gfap*, and *Kcnj10*: Fig. 4c), microglial (*Cx3cr1, C1qa, Gpr84*, and *Aif1:* Fig. 4d), and neuronal (*Eno2, Syt2*, and *Syt4*: Fig. 4e) marker genes. Hypomethylation of astrocyte marker genes and in most cases hypermethylation of microglia and neuron marker genes was observed, in general agreement with the inverse relationship of methylation to gene expression around the TSS, where BSAS was performed. Together these data support the astrocytic identity of the INTACT-isolated nuclei and DNA in the positive fraction.

**Fig. 4:**
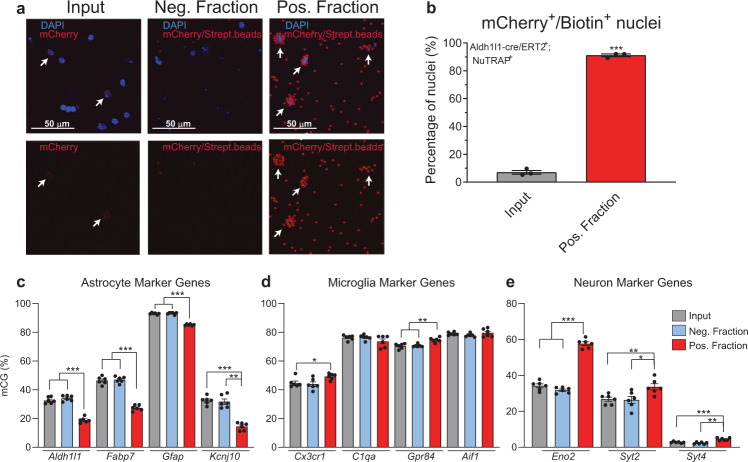
Validation of astrocytic nuclei and epigenome enrichment in the Aldh1l1-NuTRAP mouse brain by INTACT-BSAS. **a** Representative confocal fluorescent microscopy images from input, negative, and positive INTACT nuclei fractions. Scale bar: 50 µm. **b** Purity of astrocytic nuclei, expressed as average percentage ± SEM mCherry^+^/ Biotin^+^ nuclei in the positive fraction, compared to percentage ± SEM mCherry^+^ nuclei in the input demonstrates a high degree of specificity to the INTACT isolation (*n* = 3/group, ***p < 0.001 by paired *t*-test comparing positive fraction to input). **c**–**e** INTACT-isolated genomic DNA from Aldh1l1-NuTRAP mice was bisulfite converted and DNA methylation in specific regions of interest (promoters for neuron, astrocytes and microglia marker genes) were analyzed by Bisulfite Amplicon Sequencing (BSAS) from input, negative, and positive fractions. Hypomethylation of the astrocyte marker genes *Aldh1l1, Fabp7, Gfap*, and *Kcnj10* in the positive fraction compared to input and negative fraction and hypermethylation of the microglial genes *Cx3cr1* and *Gpr84*, and hypermethylation of the neuronal marker genes *Eno2, Syt2*, and *Syt4* was observed (*n* = 6/group, average % mCG ±SEM, RM One-way ANOVA with Tukey’s post-hoc, *p < 0.05, **p < 0.01, ***p < 0.001).

### Flow cytometry and immunohistochemical validation of the Cx3cr1-cre/ERT2^+^; NuTRAP^+^ mouse brain

Validation of the Cx3cr1-NuTRAP line for analysis of microglia was performed with a similar approach as above. Tam was administered for 5 consecutive days and in order to avoid labeling of circulating monocytes in the tissue, which unlike resident microglia are short-lived and rapidly renew themselves^21^, brain tissue collection was delayed until 3–4 weeks after treatment. Single-cell suspensions of brain tissue immunostained with antibody against CD11b, a microglia marker, revealed a distinct EGFP^+^ cell population present in the Cx3cr1-NuTRAP brains but not in the cre-negative subjects, consistent with the reported 5–10% microglial constituency of the mouse brain^22^. The EGFP^+^ cell population almost completely co-expressed CD11b, evidence of cell-specific cre recombination for the microglial lineage (Fig. 5a, b). The evidence for microglia-specific recombination was next tested with IHC. Sagittal brain sections immunostained with cell-specific markers showed EGFP and mCherry colocalization in cells expressing CD11b (Fig. 5c–h’, Supplementary Fig. 5). In the absence of Tam induction, FC immunolabeling indicated that Cx3cr1-NuTRAP mice displayed a small EGFP^+^ cell population that mostly expressed CD11b. This agrees with reported findings using the same cre line^5^, and was not clearly detected with the sensitivity of IHC (Supplementary Fig. 6).

**Fig. 5:**
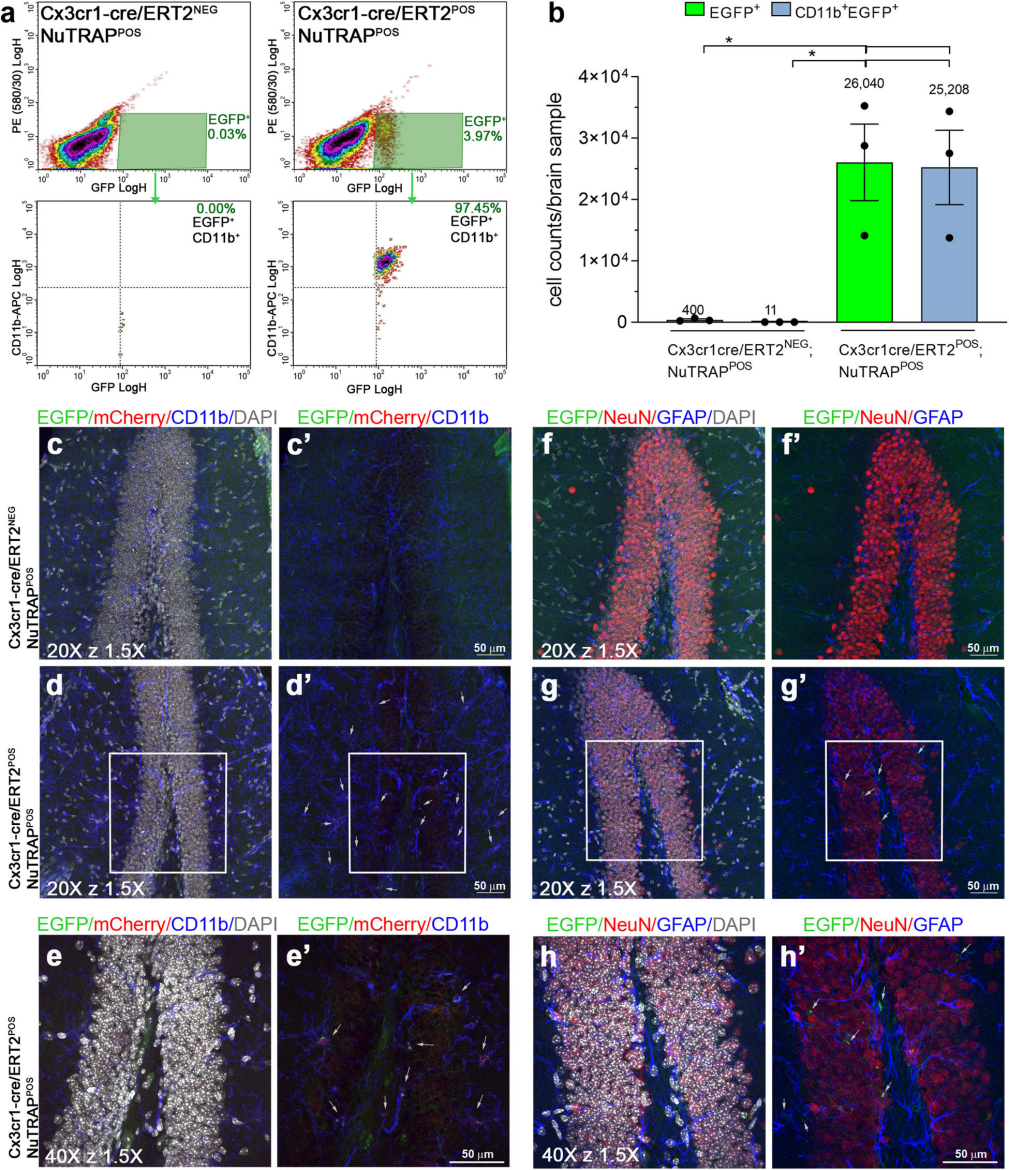
Flow cytometry and immunohistochemical validation of the Cx3cr1-NuTRAP mouse brain. After Tam treatment, brains from Cx3cr1-NuTRAP and cre-negative NuTRAP^+^ (control) mice were harvested and single hemispheres assessed by flow cytometry (FC) and immunohistochemistry (IHC). **a** Representative FC plots of immunostained single-cell suspensions showed a distinct population of brain EGFP^+^ cells, identified as CD11b^+^ cells (microglia lineage), based on gating strategy for EGFP and CD11b co-expression in Cx3cr1-NuTRAP samples upon cre-mediated recombination but not in the controls. **b** Analysis of absolute cell counts from FC quantitation expressed as mean cell count/brain sample ±SEM. **c**–**h**’ Representative confocal fluorescent microscopy images of sagittal brain sections captured in the dentate gyrus of the hippocampus. EGFP expression (green signal) was found in cells that co-expressed mCherry (red signal) and CD11b (blue signal) in Cx3cr1-NuTRAP^+^ brains. *p < 0.05 between depicted groups by one-way ANOVA followed by the Tukey’s multiple comparison test (*n* = 3/group). Scale bar at ×20 z ×1.5 and scale bar at ×40 z ×1.5: 50 µm.

### RNAseq validation of microglial transcriptome enrichment in the Cx3cr1-NuTRAP mouse brain by TRAP-RNAseq

TRAP isolation was performed as described above. Initial qPCR validation of the TRAP-isolated RNA from all three fractions showed significant enrichment of marker genes for microglia (*Cx3cr1, C1qa, Gpr84*, and *Aif1*) in the positive fraction compared to input and negative fractions. Significant depletion of marker genes for astrocytes *(Aldh1l1, Gfap, Aqp4*, and *Kcnj10)*, oligodendrocytes (*Mog, Neu4*, and *Opalin*), as well as for neurons (*Eno2, Kcnb2, Syt2*, and *Syt4)*, was observed in the positive TRAP fraction compared to the other fractions (Fig. 6a). 

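TRAP libraries of 6 Cx3cr1-NuTRAP mice (numbers 155, 192, 194, 209, 210 and 277) were analysed, each mouse with an input, a negative fraction and a positive fraction. Whole tissue, conventionally isolated RNA of the brain, was sequenced for all of these mice except mouse 155, giving 23 libraries. Tamoxifen treatment, library preparation, alignment and counting were as for the Aldh1l1-NuTRAP mice, and the raw read counts per gene were used here in the same way. Total counts were 18095651 to 26857866 in the inputs (median 22540571), 18297512 to 24999098 in the negative fractions (median 22449890) and 15486605 to 19831228 in the positive fractions (median 17787229). In whole tissue they were 4260949 to 25026611 (median 22714097), with the lowest total in mouse 210. Only the libraries of the groups compared entered each fit. Between positive fraction and input, 13838 genes were tested by the same edgeR test, of which 3218 were higher and 3546 were lower in the positive fraction at an adjusted p under 0.05. Between positive and negative fractions, 13776 genes were tested, of which 1759 were higher and 1593 were lower. The number of lower genes in this last comparison fell to 570 without mouse 192, and that of higher genes to 1151 without mouse 194. Compared with whole tissue, 3705 of 13470 genes tested were higher and 3279 were lower in the positive fraction.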

RNAseq was performed on input, negative, and positive fractions from TRAP isolation, as well as whole tissue. 

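PCA of the 23 Cx3cr1-NuTRAP libraries over 13949 genes, run as for the Aldh1l1-NuTRAP libraries, gave a first component with 47.8% of the variance and a second with 15.8%. The 6 positive fractions lay between 31.1 and 82.4 on the first component and the 17 other libraries between -41.5 and 2.8. With every gene scaled to unit variance, the first component held 34.2% of the variance and 5 of the 6 positive fractions lay outside the range of the other libraries. Over the 500 genes with the largest variance it held 72.1%.

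**Figure D2:**
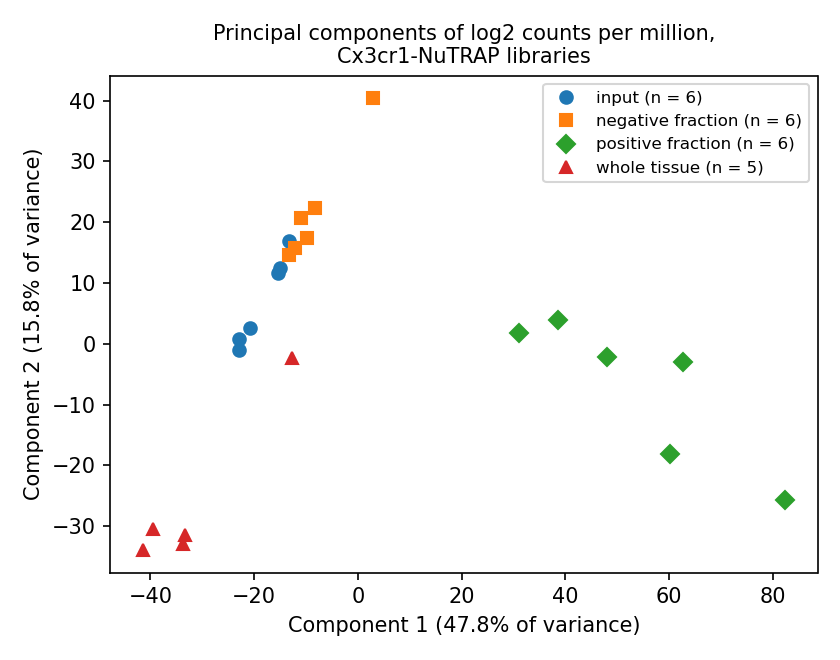
Positions of the 23 Cx3cr1-NuTRAP libraries on the first and second principal components of log2 CPM, one point per library, with the share of variance on each axis. The 6 positive fractions lie at 31.1 or above on the first component and all other libraries at 2.8 or below.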

Transcriptome profiles revealed separation of positive fraction from all other groups by PCA (Fig. 6b). Fold change enrichment in the positive TRAP fraction versus the input was compared to microglial marker genes lists from cell-sorting studies. 

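For the Cx3cr1-NuTRAP mice, log2 ratios of positive fraction to input were summarised over the same cell-type marker gene lists, again relative to the median of all tested genes. The microglia list, with 238 tested genes, had a median of 2.56 ± 0.44 (SD, n = 6 mice), a 5.89-fold enrichment, and 235 of its genes lay above the median of all genes. The astrocyte list, with 138 tested genes, had a median of -0.35 ± 0.14 (SD, n = 6), and the oligodendrocyte list, with 193 tested genes, one of -0.44 ± 0.20 (SD, n = 6). These 3 medians had the same sign in 6 of 6 mice, and the two-sided exact sign-flip permutation test gave p = 0.0312 for each, the smallest p that 6 mice allow. With Benjamini-Hochberg adjustment over the 19 lists and sets tested in this comparison, the exact p became 0.0659. The neuron list, with 99 tested genes, had a median of -0.23 ± 0.19 (SD, n = 6), which lay below 0 in 5 of 6 mice (exact p = 0.0625, adjusted 0.108). Its exact p passed 0.05 before adjustment with the mean in place of the median (-0.20), without centring (-0.26) and without a filter on low counts (-0.26). Against the negative fraction, the medians were 2.63 ± 0.44 for the microglia list, -0.33 ± 0.15 for the astrocyte list, -0.44 ± 0.18 for the oligodendrocyte list and -0.18 ± 0.19 for the neuron list (SD, n = 6 each). The exact p in that comparison was 0.0938 for the neuron list (adjusted 0.127) and 0.0312 for the other lists (adjusted 0.0494).

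**Figure D3:**
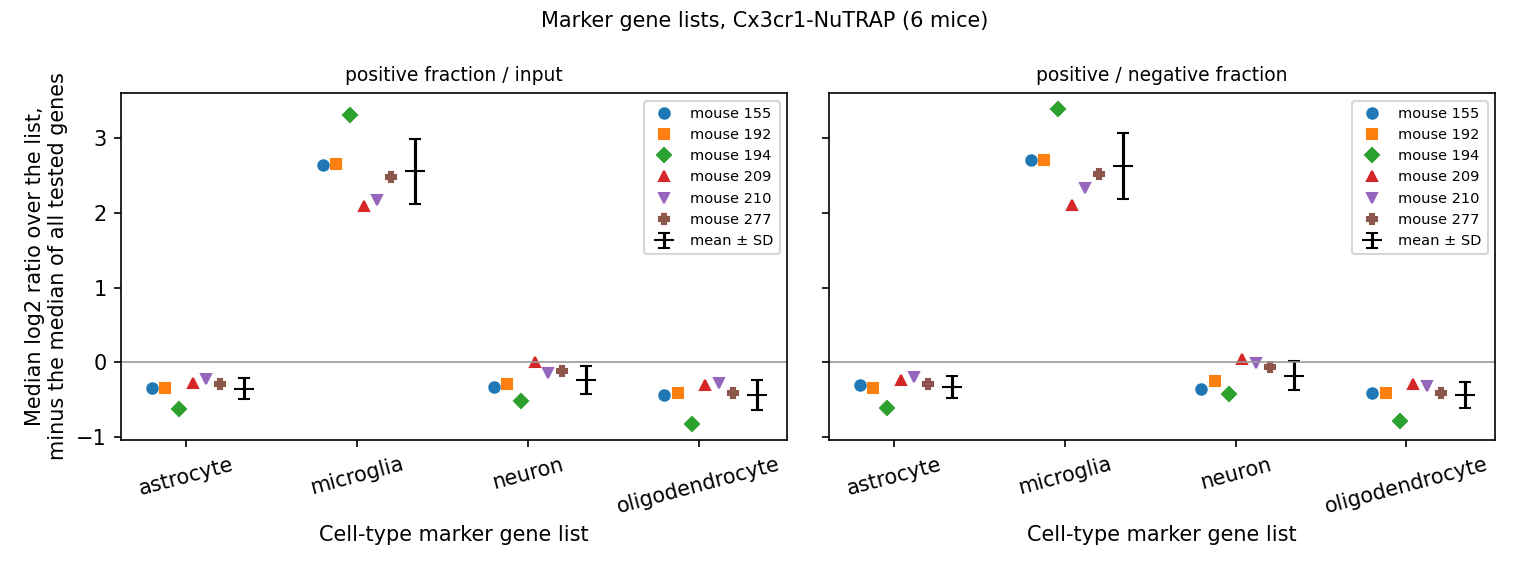
Median log2 ratio over each cell-type marker gene list, minus the median over all tested genes, for positive fraction over input (left) and positive over negative fraction (right), one point for each of the 6 Cx3cr1-NuTRAP mice, with bars for the mean ± SD. The microglia list lies between 2.09 and 3.31 against input, and mouse 194 has the highest microglia median and the lowest astrocyte, neuron and oligodendrocyte medians.

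C1qa (Entrez 12259, chromosome 4 of mm10, 136895916 to 136898844) had 626 ± 204 CPM in the positive fraction and 41.3 ± 3.57 in the input (SD, n = 6 each). Its log2 fold change was 3.92 (standard error 0.19, adjusted p = 1.45e-08 from edgeR). Cx3cr1 had a log2 fold change of 3.35 (standard error 0.17, adjusted p = 1.56e-08), and Gpr84 and Aif1 had log2 fold changes of 3.23 and 4.01. Among the astrocyte genes, Gfap, Aqp4 and Kcnj10 had log2 fold changes between -0.98 and -0.28, with adjusted p values of at most 0.013, and Aldh1l1 had one of -0.2 (adjusted p = 0.109). The call for Gfap did not hold without mouse 192 (-0.24, adjusted p = 0.0753). For the oligodendrocyte genes the log2 fold changes were -0.63 for Mog (adjusted p = 0.00328), -0.42 for Neu4 (adjusted p = 0.0273) and -0.47 for Opalin (adjusted p = 0.0993). The call for Neu4 was lost without any of mice 192, 194, 209 and 277, and with all groups in one fit. For the neuronal genes they were -0.95 for Syt2, -0.73 for Kcnb2, -0.37 for Syt4 (adjusted p of at most 0.0137) and -0.01 for Eno2. The call for Syt4 did not hold without mouse 192 (-0.34, adjusted p = 0.0525). Eno2 (Entrez 13807, chromosome 6, 124760055 to 124769509) had 941 ± 121 CPM in the positive fraction and 945 ± 12 in the input (SD, n = 6 each, adjusted p = 0.964), and was lower in 3 of 6 mice.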

Enrichment of microglial genes and depletion of astrocytic, neuronal, and oligodendrocytic genes was observed in the positive fraction relative to input (Fig. 6c, d). The same Cx3cr1-cre/ERT2(Jung) line as used here has been used with RiboTag enrichment of microglial RNA^5^. In another study, the Cx3cr1-cre/ERT2 + (Litt) line was crossed with a TRAP mouse model^3^. We compared the lists of microglial marker genes with FC > 5 (*p* < 0.05, positive fraction/input) in these studies^3,5^ with the Cx3cr1-NuTRAP (present study). We identified 142 ribosomal-tagging common microglial marker genes (Fig. 6e, Supplementary Data 2). 

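In the Cx3cr1-NuTRAP positive fraction, 304 genes were more than 5-fold higher than in the input at an adjusted p under 0.05, and 2 genes, Itgb8 and Gprin3, were more than 5-fold lower, the second named after its value was seen. Without a filter on low counts, 480 genes were more than 5-fold higher. Relative to the negative fraction, 303 of the 3352 genes with an adjusted p under 0.05 were more than 5-fold higher and none of these was more than 5-fold lower. At any fold, 5180 genes had an unadjusted p under 0.05. Among genes with more than 20 counts in every library of both groups and the same direction in all 6 mice, the largest rise against input was that of Bin2 (Entrez 668218, chromosome 15, 100641082 to 100669500), from 5.7 ± 0.869 to 99.3 ± 37.6 CPM (SD, n = 6 each), a log2 fold change of 4.12 (standard error 0.22, adjusted p = 2.61e-08 from edgeR). The largest fall was that of Itgb8 (Entrez 320910, chromosome 12, 119162803 to 119238276), with a log2 fold change of -2.42 (standard error 0.24, adjusted p = 3.22e-06). Of the 142 genes of the ribosomal-tagging microglia list, 141 were tested, and 139 of these had a fold change above 5. Their median log2 ratio of positive fraction to input, relative to all tested genes, was 3.08 ± 0.47 (SD, n = 6 mice). The study chose this list partly on these libraries, so the values are not independent evidence for it.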

Pairwise correlation of positive fraction/input ratios for all expressed genes demonstrate a high level of overall correlation even if differences in ‘marker’ (*p* < 0.05, FC > 5) gene sets was evident (Fig. 6f). When a list of 484 ribosomal-tagging microglial marker genes (the sum of genes in common between at least two of the studies in Fig. 6e) was compared to previously identified microglial markers from cell-sorting studies^18^, we found 209 isolation method-independent microglial marker genes (Fig. 6g, Supplementary Data 2).

**Fig. 6:**
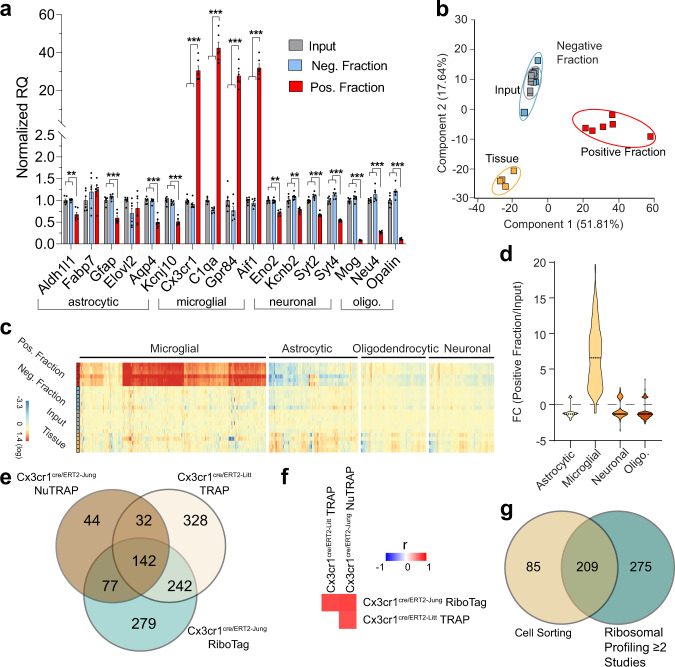
Validation of microglial TRAP-RNA enrichment in the Cx3cr1-NuTRAP mouse brain. **a** TRAP-isolated RNA from input, negative, and positive fractions were examined by qPCR for enrichment/depletion of selected cell-specific genes for microglia, astrocytes, oligodendrocytes, and neurons. Bar graphs represent average relative gene expression ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 by RM one-way ANOVA with Benjamini–Hochberg procedure to correct for multiple comparisons of genes followed by Tukey’s multiple comparison test of fractions (*n* = 6/group). **b** Principal component analysis of transcriptome profiles showed separation of positive fraction from input, negative and tissue samples by the first component. **c** RNAseq heatmap graph of cell-type marker genes from prior cell-sorting studies shows enrichment of microglial marker genes and depletion of other cell-type markers, as compared to whole tissue, input, and negative fractions. **d** Marker gene lists for different cell types were generated from cell-sorting studies as described in the text. Enrichment or depletion of genes from each of the lists is presented as the fold change (Positive fraction/Input). Microglial marker genes were enriched in the positive fraction while genes from other cell types were generally depleted in the positive fraction relative to input. **e** Microglia marker genes with FC > 5 (Positive fraction/Input) from the Cx3cr1-cre/ERT2^+^ model with RiboTag^5^, Cx3cr1-cre/ERT2^+^ model with TRAP^3^, and NuTRAP identifies 142 ribosomal-tagging common microglial marker genes. **f** Pearson correlation of the fold change (Positive fraction/Input) for all expressed genes observed in all studies have similar levels of transcriptome enrichment and depletion. **g** Comparison of 484 microglial markers from at least two ribosomal profiling studies with previously identified microglial markers from cell-sorting studies^18^ identifies 209 isolation method-independent microglia marker genes.

Genes enriched in the microglia transcriptome in our study included an over-representation of genes regulated by *PU.1* (also known *as Spi1*), a transcription factor that shapes the homeostatic functions of microglia^23^ (Supplementary Fig. 7). Collectively, data provide ample support that the Cx3cr1-NuTRAP model is suitable for studying the microglia transcriptomic signatures of the brain in both homeostatic and stress settings.

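Spi1, which the files list by its older symbol Sfpi1 (Entrez 20375, chromosome 2 of mm10, 91096797 to 91115756), had 61.8 ± 24.1 CPM in the Cx3cr1-NuTRAP positive fraction and 3.99 ± 0.518 in the input (SD, n = 6 each). Its log2 fold change was 3.95 (standard error 0.22, adjusted p = 2.73e-08 from edgeR), and it was higher in 6 of 6 mice. Its read counts lay between 859 and 1945 in the positive fractions and between 68 and 111 in the inputs. Genes regulated by PU.1 were not tested as a set here. From its data taken together, the paper concludes that the Cx3cr1-NuTRAP model is suitable for studying microglial transcriptomes.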

The successful enrichment of the microglial transcriptome in smaller tissue dissections was also performed, in this case on the hippocampus (Fig. 7a–d). Similar enrichment and depletion of marker genes and cross study correlations demonstrate that NuTRAP can be scaled down to small, dissected brain regions. Moreover, additional comparisons of enrichment distribution of gene expression between the different microglia ribosomal profiling methods and gene marker lists from cell-sorting studies demonstrated high level of concurrence between our model and approach and that of other research groups (Fig. 7e–g, Supplementary Fig. 8).

**Fig. 7:**
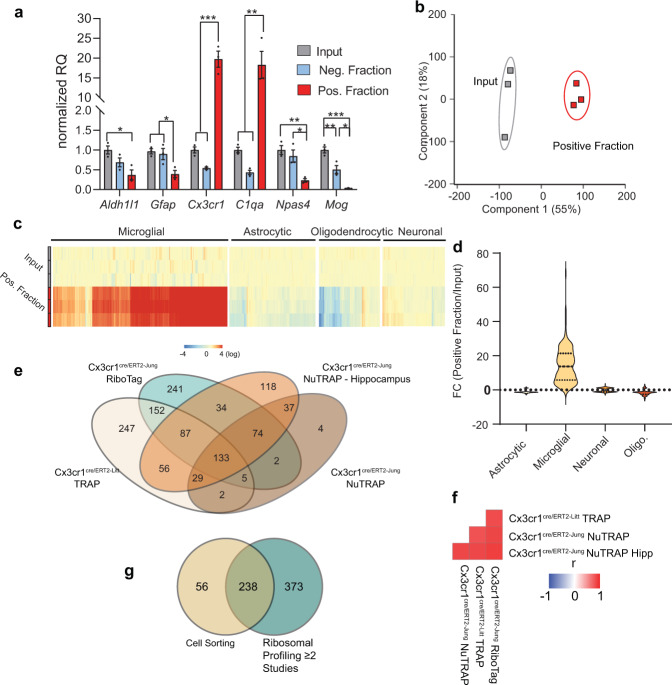
The enrichment of microglial transcriptome in the Cx3cr1-NuTRAP brain is scalable to small brain regions such as hippocampus. **a** TRAP-isolated RNA from input and positive fractions of dissected hippocampus were examined by qPCR for enrichment/depletion of selected cell-specific genes for astrocytes, microglia, neurons, and oligodendrocytes. Bar graphs represent average relative gene expression ± SEM. *p < 0.05, **p < 0.01, and ***p < 0.001, respectively, by one-way ANOVA with Tukey’s multiple comparison test of fractions (*n* = 3/group). **b** Principal component analysis of transcriptome profiles showed separation of positive fraction from input. **c** RNAseq heatmap graph of cell-type marker genes from prior cell-sorting studies shows enrichment of microglial marker genes and depletion of other cell-type markers, as compared to input. **d** Marker gene lists for different cell types were generated from cell-sorting studies as described in the text. Enrichment or depletion of genes from each of the lists is presented as the fold change (Positive fraction/Input). Microglial marker genes were enriched in the positive fraction while genes from other cell types were generally depleted in the positive fraction relative to input. **e** Microglia marker genes with FC > 5 (Positive fraction/Input) from the Cx3cr1-cre/ERT2^+^ model with RiboTag^5^, Cx3cr1-cre/ERT2^+^ model with TRAP^3^, Cx3cr1-NuTRAP hemisected brain, and Cx3cr1-NuTRAP hippocampus identifies 133 ribosomal-tagging common microglial marker genes. **f** Pearson correlation of the fold change (Positive fraction/Input) for all expressed genes observed in all studies have similar levels of transcriptome enrichment and depletion. **g** Comparison of 611 microglial markers (enriched in at least two ribosome profiling studies in **e**) with previously identified microglial markers from cell-sorting studies^18^ identifies 238 isolation method-independent microglia marker genes.

Transcriptome comparison between Aldh1l1-NuTRAP and Cx3cr1-NuTRAP positive fractions by regulator and pathway analyses also confirmed cell-specific enrichments in agreement with brain astrocytes and microglia, respectively (Supplementary Fig. 9).

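The positive fractions of 3 Aldh1l1-NuTRAP mice and 6 Cx3cr1-NuTRAP mice were compared over 13676 genes. At an adjusted p under 0.05, 4188 genes were higher in the Aldh1l1-NuTRAP positive fraction, 568 of them more than 5-fold, and 4530 genes were higher in the Cx3cr1-NuTRAP positive fraction, 387 of them more than 5-fold. Gfap had a log2 fold change of 3.84 between them (standard error 0.13, adjusted p = 8.77e-09 from edgeR). Aldh1l1 had a log2 fold change of 3.26 (standard error 0.15, adjusted p = 2.49e-08) and Aqp4 one of 2.33 (standard error 0.21, adjusted p = 3.79e-06). The microglial genes Cx3cr1, C1qa and Aif1 had log2 fold changes of -4.88, -6.36 and -5.77, and Sfpi1 one of -5.83. Gpr84 had 0 to 2 counts in the Aldh1l1-NuTRAP positive fractions, at or under the floor of 3 counts, and 92 to 210 counts in the Cx3cr1-NuTRAP positive fractions. Eno2 and Mog were also lower in the Aldh1l1-NuTRAP positive fraction, with log2 fold changes of -1.41 and -1.95. With total counts only, 31.3% of the genes that differed were higher in the Aldh1l1-NuTRAP positive fraction, compared with 48% under TMM.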

### Validation of microglial epigenome enrichment in the Cx3cr1-NuTRAP mouse brain by INTACT-BSAS

In parallel with the TRAP protocol described above, nuclear preparations of Cx3cr1-NuTRAP were subjected to INTACT isolation with streptavidin magnetic beads for separation of negative and positive (biotinylated) nuclei. To assess purity of putatively microglial nuclei in the positive fraction, nuclei were evaluated for expression of mCherry by confocal microscopy imaging. Biotinylated nuclei were covered by streptavidin beads (Fig. 8a) and reached over 90% purity in the positive fraction (Fig. 8b). CG methylation around the promoter region of selected microglial (*Cx3cr1, C1qa, Aif1*, and *Gpr84*), genes (Fig. 8c–e) demonstrated hypomethylation of the microglial gene promoters, as compared to input and negative fractions. Some astrocyte (*Aldh1l1, Gfap, Kcnj10*, and *Fabp7*), and neuronal markers *(Eno2, Syt2*, and *Syt4)* also demonstrated hypermetylation in the positive fractions. These findings were indicative of the microglial identity of the nuclei isolated in the positive fraction by INTACT.

**Fig. 8:**
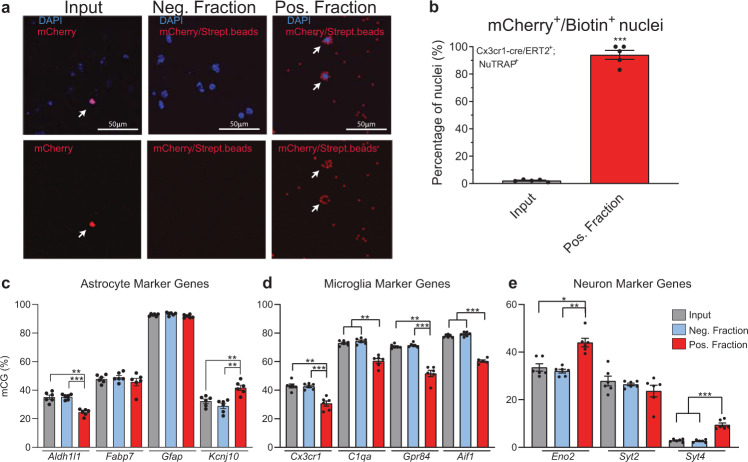
Validation of microglial epigenome enrichment in the Cx3cr1-NuTRAP mouse brain by INTACT-BSAS. **a** Representative confocal fluorescent microscopy images from input, negative, and positive INTACT nuclei fractions. Scale bar: 50 µm. **b** Purity of microglial nuclei expressed as average percentage ± SEM mCherry^+^/ Biotin^+^ nuclei in the positive fraction, and percentage ± SEM mCherry^+^ nuclei in the input and average percentage ± SEM mCherry^+^/Biotin^+^ nuclei in the input demonstrates a high degree of specificity to the INTACT isolation (*n* = 5/group, ***p < 0.001 by paired *t*-test comparing positive fraction to input). **c**–**e** INTACT-isolated genomic DNA from Cx3cr1- NuTRAP mice was bisulfite converted and DNA methylation in specific regions of interest (promoters for neuron, astrocytes and microglia marker genes) were analyzed by Bisulfite Amplicon Sequencing (BSAS) from input, negative, and positive fractions. Hypomethylation of the microglial marker genes *Cx3cr1, C1qa, Gpr84*, and *Aif1* in the positive fraction compared to input and negative fraction was observed. Hypermethylation of neuronal markers *Eno2* and *Syt4* and astrocyte marker *Kcnj10* was observed (*n* = 6/group, average % mCG ±SEM, RM One-way ANOVA with Tukey’s post-hoc, *p < 0.05, **p < 0.01, ***p < 0.001).

### Cell-specific epigenetic findings by whole-genome oxidative bisulfite sequencing comparing Aldh1l1-NuTRAP and Cx3cr1-NuTRAP models

The landscape of the brain epigenome at a single-base resolution, and at the cell-type-specific level, remains largely unknown^2,24^. Moreover, comparison of DNA modifications, both methylation and hydroxymethylation in CG and non-CG contexts, of different cell types, such as astrocytes and microglia, using the combination of inducible cre-recombinase and NuTRAP technologies has not been previously performed. Upon validation of the cell-specific identity of the INTACT-isolated gDNA from positive fractions by BSAS (Fig. 4 and Fig. 8), WGoxBS sequencing libraries were constructed from the DNA samples isolated from input, negative, and positive INTACT fractions. Genome-wide levels of mCG, hmCG, mCH, and hmCH (see Supplementary Fig. 10 for conversion efficiency controls) were compared across fractions and cell types. The analysis revealed that global mCG levels are similar (~70%) between the Aldh1l1-NuTRAP and Cx3cr1-NuTRAP positive fractions (Fig. 9a). Of interest, levels of hmCG were lower in the Cx3cr1-NuTRAP positive fraction as compared to input and Aldh1l1-NuTRAP positive fraction (Fig. 9b) and mCH levels were lower in both positive fractions as compared to input and negative fractions (Fig. 9c). These data demonstrate that microglia contain less cytosine hydroxymethylation compared to other cell types including astrocytes (Fig. 9b). The analysis of mCH levels showed a significantly lower level of mCH in the Aldh1l1l-NuTRAP and Cx3cr1-NuTRAP positive fractions with respect to their negative fractions. The lower level of non-CG methylation was more pronounced in microglia, being significantly less than the input. This is consistent with the concept that mCH is concentrated in neurons^1^ and provides more specific detail that this is true when astrocytes or microglial alone are examined. As previously reported for the brain^14,25,26^, non-CG hydroxymethylation (hmCH) was not detected in any of the samples analyzed (Fig. 9d). Principal component analysis of CG methylation across astrocytic, microglial, neuronal, and oligodendrocytic gene bodies separated input, Aldh1l1-NuTRAP positive, and Cx3cr1-NuTRAP positive fractions in the first and second components (Fig. 9e). To uncover potential cell-type-specific differences in mCG patterns, methylation across cell-type marker genes (from −4 kb in respect to the TSS and +4b from the TES) was compared for astrocytes (Fig. 9f) and microglia (Fig. 9i). In Aldh1l1-NuTRAP INTACT-positive fractions, but not Cx3cr1-NuTRAP INTACT-positive fractions, hypomethylation upstream, within, and downstream the gene body (Fig. 9g) was evident across astrocyte marker genes as compared to input and Cx3cr1-NuTRAP positive fractions. This correlates with the higher levels of mRNA expression of these genes in Aldh1l1-NuTRAP TRAP-positive fraction (Fig. 9h). Similarly, only in the Cx3cr1-NuTRAP INTACT-positive fraction, hypomethylation upstream, within, and downstream the gene body of microglial markers genes was evident (Fig. 9j) and in agreement with higher mRNA expression of these genes in microglia (Fig. 9k).

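Expression of the astrocyte list was taken as the mean over its 138 genes of log2 CPM in each library. It was 8.35 ± 0.12 in the Aldh1l1-NuTRAP positive fraction (SD, n = 3), 5.93 ± 0.03 in the Cx3cr1-NuTRAP input (SD, n = 6) and 5.57 ± 0.09 in the Cx3cr1-NuTRAP positive fraction (SD, n = 6). Every Aldh1l1-NuTRAP positive fraction lay above every library of both other groups, by at least 2.25 on the log2 scale. The exact permutation test, two-sided, gave p = 0.0119 against each of them, the smallest p that the 84 splits of 3 against 6 libraries allow. The Cx3cr1-NuTRAP positive fraction lay below its input by 0.35 (exact permutation p = 0.0022, the smallest that 924 splits allow). These 924 splits ignored the pairing of positive fraction and input by mouse. For the list's median log2 ratio to input, the exact sign-flip permutation test within mice, two-sided, gave p = 0.0312 (adjusted 0.0659). The unadjusted value is the smallest that 6 mice allow. The inputs of the Aldh1l1-NuTRAP mice were not analysed here. The paper relates the higher expression of these genes to the hypomethylation that it reports for the same genes in Fig. 9g, which was not analysed here.

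**Figure D4:**
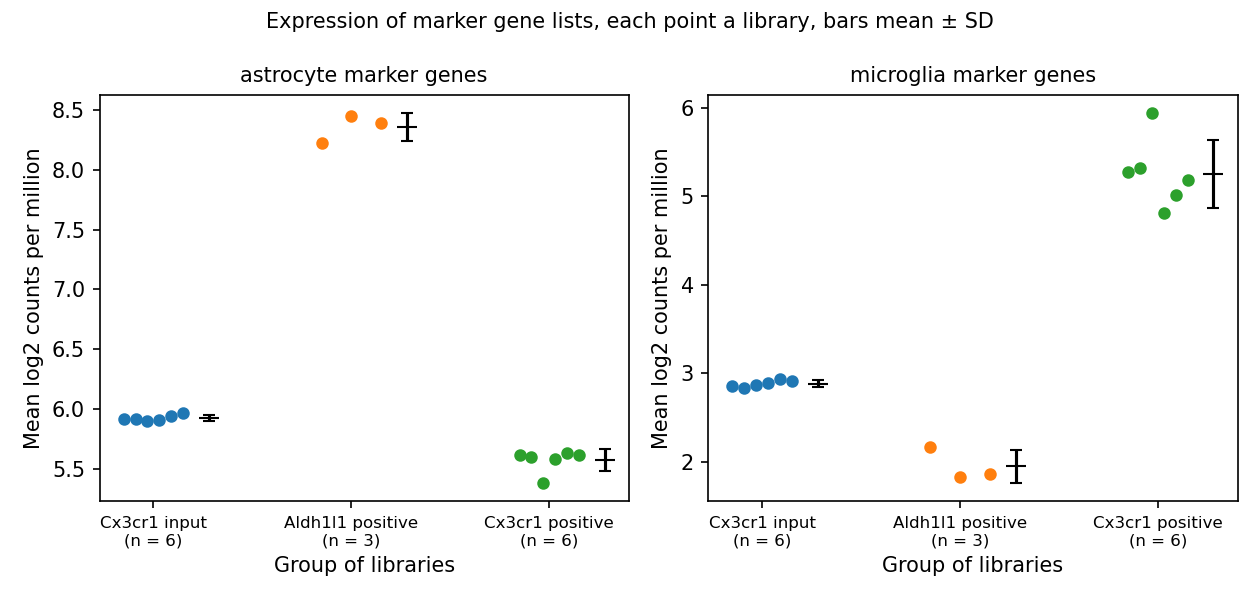
Mean log2 CPM over the astrocyte marker genes (left) and the microglia marker genes (right), one point per library, with bars for the mean ± SD of the 6 Cx3cr1-NuTRAP inputs, 3 Aldh1l1-NuTRAP positive fractions and 6 Cx3cr1-NuTRAP positive fractions. The astrocyte genes are highest in the Aldh1l1-NuTRAP positive fractions (8.35 ± 0.12) and the microglia genes in the Cx3cr1-NuTRAP positive fractions (5.26 ± 0.38).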

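Averaged in the same way over its 239 genes, the microglia list had 5.26 ± 0.38 log2 CPM in the Cx3cr1-NuTRAP positive fraction (SD, n = 6). It had 2.88 ± 0.04 in the Cx3cr1-NuTRAP input (SD, n = 6) and 1.95 ± 0.19 in the Aldh1l1-NuTRAP positive fraction (SD, n = 3). All 6 Cx3cr1-NuTRAP positive fractions lay above all 6 inputs, with a gap of 1.87 between the nearest libraries, and above the Aldh1l1-NuTRAP positive fractions, with a gap of 2.64. The two-sided exact permutation p was 0.0022 against the input and 0.0119 against the Aldh1l1-NuTRAP positive fraction, each the smallest that the splits allow. The splits against the input again ignored the pairing by mouse. Within mice, the exact sign-flip permutation test, two-sided, gave p = 0.0312 (adjusted 0.0659) for the list's median log2 ratio to input. The unadjusted value is the smallest that 6 mice allow. Mouse 194 had the highest value among the Cx3cr1-NuTRAP positive fractions, 5.94.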

**Fig. 9:**
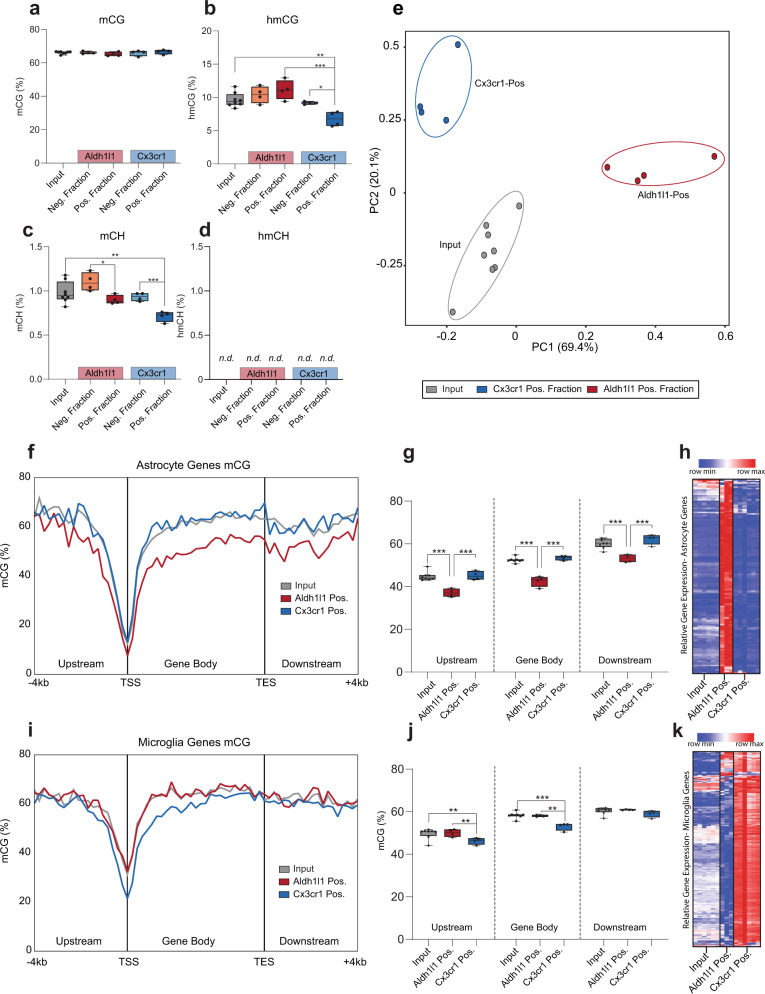
DNA modification profiles of INTACT-isolated DNA from Aldh1l1-NuTRAP and Cx3cr1-NuTRAP mouse brains by WGoxBS. INTACT-DNA samples from Aldh1l1-NuTRAP and Cx3cr1-NuTRAP brains were used for epigenome analyses. **a**–**d** Total genomic levels of mCG, hmCG, mCH, and hmCH (*n* = 8/input, *n* = 4/positive fraction; One-way ANOVA with Tukey’s multiple comparisons test, *p < 0.05, **p < 0.01, ***p < 0.001). **e** Principal component analysis of average gene body mCG (%) across astrocytic, microglial, neuronal, and oligodendrocytic cell marker lists separates input, Aldh1l1-NuTRAP-positive (Aldh1l1-Pos), and Cx3cr1-NuTRAP-positive (Cx3cr1-Pos) fractions. **f** mCG averaged over 200 nucleotide bins upstream, in the gene body, and downstream of published astrocyte genes (McKenzie)^18^ in the positive fraction of Aldh1l1-NuTRAP, positive fraction of Cx3cr1-NuTRAP, and input samples combined. **g** Average percentage mCG in the positive fraction of Aldh1l1-NuTRAP, positive fraction of Cx3cr1-NuTRAP, and input samples combined in genomic DNA upstream 4 kb of the TSS, in the gene body, and downstream 4 kb of the TES of astrocytic genes. **h** Hypomethylation of astrocytic gene promoters in the Aldh1l1-NuTRAP-positive fraction correlates with higher astrocytic gene expression in the Aldh1l1-positive fraction than input and Cx3cr1-NuTRAP-positive fraction. **i** mCG averaged over 200 nucleotide bins upstream, in the gene body, and downstream of published microglia genes^18^ in the positive fraction of Aldh1l1-NuTRAP, positive fraction of Cx3cr1-NuTRAP, and input. **j** Average percentage mCG in the positive fraction of Aldh1l1-NuTRAP, positive fraction of Cx3cr1-NuTRAP, and input DNA upstream 4 kb of the TSS, in the gene body, and downstream 4 kb of the TES of microglia genes. **k** Hypomethylation of microglia gene promoters in the Cx3cr1 positive fraction correlates with higher microglia gene expression. **e**–**i** *n* = 8/input, *n* = 4/positive fraction; 2-way ANOVA with Sidak’s multiple comparison test, *p < 0.05, **p < 0.01, ***p < 0.001.

CG dinucleotides are found far less frequently than other dinucleotide pairs (<1% dinucleotide pairs) and are clustered together in CpG islands. Definitions for the regions around the CpG islands have been established and include shores (2Kb upstream and downstream from CpG island) and shelves (2Kb upstream and downstream from shores). Despite their high CG content, CpG islands are mainly unmethylated while methylation is higher in shores and shelves^27^. Analysis of methylation and hydroxymethylation levels covering CpG islands, shores, and shelves revealed that the shores and shelves of Cx3cr1-NuTRAP INTACT-positive fractions had significantly higher mCG levels (Supplementary Fig. 11a, b) and significantly lower hmCG levels (Supplementary Fig. 11c, d) compared to the other groups. The findings allow us to speculate that while low levels of mCG and hmCG are conserved in CpG islands across the genome, epigenetic signatures found in shores and shelves might differentiate microglia from the other cell types of the brain.

More than two-thirds of the mammalian genome consists of repetitive elements^28^, including long terminal repeats (LTR), long interspersed nuclear elements (LINE), short interspersed nuclear elements (SINE), major satellites, and simple repeats^29^. The biological significance of repetitive element methylation/hydroxymethylation is unknown and has been difficult to explore in a cell-type-specific manner. Input and positive fractions from Aldh1l1-NuTRAP and Cx3cr1-NuTRAP brain samples were analyzed for mCG, hmCG, and mCH content in whole genome, repeats, and non-repeats (Supplementary Fig. 12a–c). In general, there were either no or minimal differences in mCG levels evident in repeat elements. However, hmCG and mCH repeat element (SINE, LINE, LTR, and simple repeat) levels were lower in the Cx3cr1-NuTRAP INTACT-positive fraction as compared to the other groups (Supplementary Fig. 12d–f). These findings identify epigenetic markers that are microglia- and repetitive element-specific.

To investigate the inverse correlation of gene promoter methylation and gene expression (Fig. 9) at a single-gene resolution, paired, targeted BSAS and qPCR data for cell-specific markers was collected. Base-specific differences in positive fractions relative to input and between positive fractions was observed in all genes examined (Fig. 10a–h). Astrocyte marker genes demonstrated the lowest methylation levels in Aldh1l1-NuTRAP positive fraction DNA (Fig. 10a–d) while microglia marker genes demonstrated the lowest methylation levels in Cx3cr1-NuTRAP positive fraction DNA (Fig. 10e–h). Of note is that methylation levels vary by the specific site across the regions examined but the topography was largely retained across samples, just shifted to higher or lower methylation levels.

**Fig. 10:**
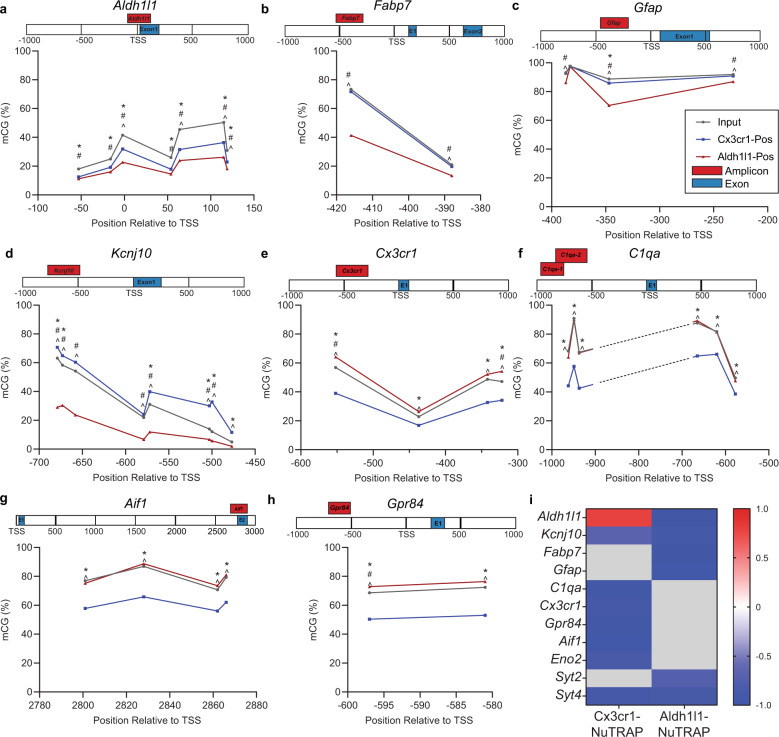
CG methylation (mCG) in specific gene promoters and intragenic regions in Cx3cr1-NuTRAP and Aldh1l1-NuTRAP mouse brain and correlation of gene promoter methylation with gene expression. **a**–**h** Schematic of locations of targeted BSAS amplicons relative to TSS and exons of astrocytic (*Aldh1l1, Fabp7, Gfap,* and *Kcnj10*) and microglial (*Cx3cr1, C1qa, Aif1, Gpr84*) cell marker genes. Average methylation (% mCG) at each CG site within the displayed amplicon is plotted for Input, Cx3cr1-NuTRAP positive fraction (Cx3cr1-Pos), and Aldh1l1-NuTRAP-positive fraction (Aldh1l1-Pos). Topography of site-specific mCG appears to be well-conserved across fractions, despite significant differences in overall mCG between fractions. Sites with differential methylation are noted (*n* = 6/group; Two-way ANOVA with Tukey’s post-hoc; *p < 0.05 Input vs Cx3cr1-Pos, ^#^*p* < 0.05 Input vs Aldh1l1, ^^^*p* < 0.05 Cx3cr1-Pos vs Aldh1l1-Pos). **a**–**d** With few exceptions, each CG site within examined astrocytic marker gene regions (*Aldh1l1, Fabp7, Gfap, and Kcnj10*) has lower mCG in Aldh1l1-Pos than both Input and Cx3cr1-Pos. **e**–**h** Most CG sites within examined microglial marker gene regions (*Cx3cr1, C1qa, Aif1, Gpr84*) are lower in Cx3cr1-Pos than both Input and Aldh1l1-Pos. **i** Average mCG across each region analyzed was correlated to gene expression (normalized RQ) (Supplemental Fig. 16). Significant correlation coefficients (Pearson r; Bonferroni correction for multiple comparisons; *p* < 0.0045) displayed in the heatmap show strong negative correlation between mCG and gene expression in: astrocytic marker genes (*Aldh1l1, Fabp7, Gfap,* and *Kcnj10*) for the Aldh1l1-NuTRAP model and microglial marker genes (*Cx3cr1, C1qa, Aif1, Gpr84*) for the Cx3cr1-NuTRAP model. Neuronal genes (*Eno2, Syt2, Syt4*) CG methylation had negative correlations to gene expression in at least one model.

As noted, there was lower whole-genome levels of mCH in the positive fractions of Aldh1l1-NuTRAP and Cx3cr1-NuTRAP brains (Fig. 9c), with absolute mCH levels less than 1%. While most sites within the astrocytic and microglial genes analyzed had mCH levels less than 1% across all fractions, there were selected sites within each region with consistently higher mCH ranging from 2–60% (Supplementary Fig. 13a–h). For astrocytic (Supplementary Fig. 13a–d) and microglial (Supplementary Fig. 13e–h) marker genes, there were several sites with statistically significant mCH differences between input, Cx3cr1-NuTRAP positive, and/or Aldh1l1-NuTRAP positive fractions.

When CG methylation levels were averaged across sites within a region examined and correlated to paired TRAP-qPCR from the same mice, significant associations were observed for most genes (Supplementary Fig. 14). Comparing the significant correlations between DNA methylation and gene expression in input and positive fractions across Cx3cr1-NuTRAP and Aldh1l1-NuTRAP models reveals strong cell identity correlations. Specifically, the Aldh1l1-NuTRAP model shows strong negative correlations (*p* < 0.0045) between DNA methylation and gene expression in astrocyte marker genes (*Aldh1l1, Kcnj10, Fabp7, Gfap*). Similarly, the Cx3cr1-NuTRAP model shows strong negative correlations (*p* < 0.0045) between DNA methylation and gene expression in microglial marker genes (*Cx3cr1, Cx3cr1, Gpr84, Aif1*). Neuronal markers, in most cases showed a negative correlation in Cx3cr1- and Aldh1l1-NuTRAP mice. Interestingly, there is a strong, positive correlation between DNA methylation and qPCR for *Aldh1l1* in the Cx3cr1-NuTRAP model. The mCG levels are higher in the input and Cx3cr1-NuTRAP positive fraction as compared to Aldh1l1-NuTRAP-positive fraction. Together, these data suggest that microglia and astrocytes have cell-type-specific mCG and mCH patterning that correlates with gene expression.

### RNAseq analysis of microglial transcriptome 24 h after LPS challenge in the Cx3cr1-NuTRAP mouse brain

To probe the utility of using NuTRAP models to identify cell-type-specific molecular changes not observable in tissue-level analyses, we performed an acute LPS administration paradigm in the Cx3cr1-NuTRAP model. Systemic delivery of LPS is commonly used to study microglial responses in the brain^30–32^. Toll-like receptors (TLRs) are pattern recognition receptors expressed by innate immune cells, such as microglia, and recognize and respond to conserved structural motifs called pathogen-associated molecular patterns (PAMPs) including LPS, initiating a cascade of molecular reactions resulting in the upregulation of proinflammatory cytokines and chemokines^33^.

To interrogate the microglial transcriptome and epigenome, Cx3cr1-NuTRAP mice were administered a single i.p. injection of 5 mg/kg LPS or PBS as sham control. To confirm induction of inflammation by LPS, plasma and brain tissues were analyzed for content of inflammatory cytokines. Circulating IL-6, TNF, and IFNɣ contents were elevated as early as at 4 h post LPS treatment and specifically IL-6 remained elevated in plasma and brain after 24 h **(**Supplementary Fig. 15a, b). Brain sections were also immunostained with mCherry and CD11b antibodies to visualize the specificity of cre-mediated recombination in microglial cells in both treatment groups (Supplementary Fig. 15c–f”’). At 24 h post LPS or PBS injection, brains from Tam-induced Cx3cr1-NuTRAP mice were collected for TRAP and INTACT protocols. Initially, TRAP-isolated RNA samples were processed for qPCR analysis of genes associated with microglia and downstream activation of the TLR4 pathway in input, negative, and positive fractions (Supplementary Fig. 16). Microglial markers *C1qa* and *Itgam*, along with *Tlr4*, were highly enriched in the positive fraction of PBS- and LPS-treated mice compared to all input and negative fractions. Additionally, significantly higher induction of *Myd88, Il1α, Il1β*, and *Tnfα* was evident in LPS TRAP samples but not in LPS input or negative fractions relative PBS control treatment (Supplementary Fig. 16). In the design of the RNAseq experiment, libraries were made from RNA from input and positive TRAP fractions, excluding the negative fraction for further analyses. PCA revealed separation of samples by fractionation in the first component, and separation of samples by treatment in the second component (Fig. 11a). Differential gene expression in response to LPS was compared between positive fraction and input. LPS-induced changes demonstrate higher fold changes when microglial RNA is isolated by TRAP (Fig. 11b) as also evident in heatmap presentation with hierarchical clustering of gene expression that differentiated input and positive fractions first and secondly by treatment (Fig. 11c). Collectively, the data suggest that the NuTRAP approach produced excellent microglia-specific gene enrichment, and microglial responses to a stimulus, such as LPS, can be revealed, or are more pronounced when compared to analysis of whole tissue.

**Fig. 11:**
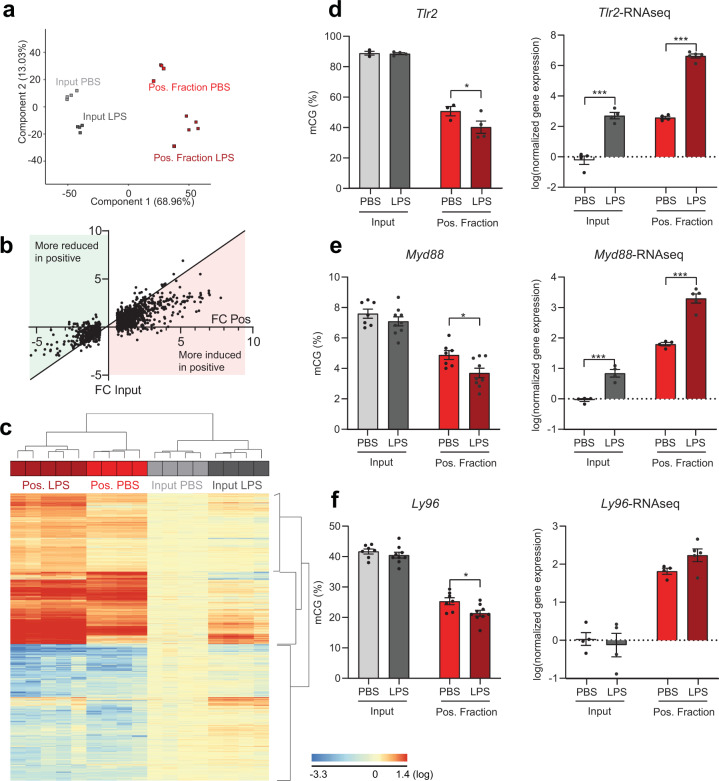
RNAseq analysis of microglial transcriptome and targeted BSAS in specific gene promoters 24 h after LPS challenge in Cx3cr1-NuTRAP mouse brain. Cx3cr1-NuTRAP mice were treated with LPS or PBS as control for 24 h. **a** RNAseq was performed and principal component analysis of transcriptome profiles showed separation of positive fraction (PBS- and LPS-treated) from input (PBS- and LPS-treated) samples by the first component, as well as subclustering based on treatment within input and positive fraction samples by the second component. **b** Fold change of genes differentially expressed after LPS in the positive fraction were compared to the fold change in the positive fraction. LPS induced larger changes when microglial RNA is isolated by TRAP. **c** RNAseq heatmap graph of cell-type marker genes from prior cell-sorting studies shows hierarchical clustering differentiating input from positive fractions and secondly comparing treatment within type of fraction. **d**, **e** *Tlr2* and *Myd88* promoter methylation (mCG) decreases with LPS challenge in the positive fraction but not in the input, in correlation with increased *Tlr2* and *Myd88* gene expression in the positive fraction, as shown by RNAseq analysis. **f** *Ly96* promoter methylation decreases in the positive fraction with LPS challenge, while a trend toward increased gene expression after LPS in the positive fraction is observed by RNAseq. *n* = 4/group for *Tlr2* and *n* = 7/group for *Ly96* and *Myd88*. RNAseq: *n* = 4/PBS groups, *n* = 4/LPS input group, and *n* = 5/LPS-positive fraction group. *p < 0.05, **p < 0.01, ***p < 0.001 by Multiple *t*-test with Holm–Sidak correction for multiple comparisons.

Although a handful of studies have suggested DNA methylation as a principal regulator of microglial activation^34^, little microglia-specific in vivo evidence is available to compare DNA methylation with concurrent changes in transcriptomic response. By coupling LPS administration with the cell-type-specific Cx3cr1-NuTRAP model we are able to interrogate dynamic changes in DNA methylation in Cx3cr1^+^ (microglia) cells with their paired transcriptomic changes indicative of a proinflammatory response. Cx3cr1**-**NuTRAP mice were systemically administered 5 mg/kg LPS or PBS by i.p. injection and 24 h after treatment and in parallel with the TRAP procedure, half brains were dissected for INTACT protocol and downstream applications. BSAS analysis of selected microglial (*Gpr84, Aif1*), astrocytic (*Fabp7*), and neuronal (*Eno2*) marker genes was conducted on input and INTACT-isolated positive fractions. The INTACT-isolated positive fraction exhibited lower CG methylation (mCG) in the promoter region of microglial marker genes *Gpr84* and *Aif1* as compared to input, regardless of treatment (Supplementary Fig. 17a, b). Hypomethylation of the *Gpr84* and *Aif1* promoters in the positive fraction correlated with their respective increased gene expression by TRAP-RNAseq (Supplementary Fig. 17c, d). There was no correlation between gene expression and methylation for the astrocytic marker *Fabp7* or the neuronal marker *Eno2* (Supplementary Fig. 17e–h).

As the resident macrophages of the CNS, microglia are equipped with a number of TLRs, including TLR2 and TLR4. TLRs 2 and 4 recognize LPS as a PAMP and initiate an inflammatory cascade that acts through downstream mediators, like Myd88 and Ly96. To assess the effects of LPS administration on DNA methylation, BSAS of inflammatory genes (*Tlr2, Myd88, Ly96*) was conducted on INTACT-isolated DNA in parallel with TRAP-RNAseq. Upon LPS administration, the Tlr2 promoter was hypomethylated in the positive fraction but not input, when compared to their respective vehicle controls (Fig. 11d). Hypomethylation of the Tlr2 promoter in the positive fraction with LPS correlated with increased gene expression in the positive fraction with LPS (Fig. 11d). *Myd88*, a downstream effector of TLRs, showed decreased CG methylation in the positive fraction with LPS treatment when compared to PBS control, while the input had no change in *Myd88* methylation with LPS treatment (Fig. 11e). The change in promoter mCG in the positive fraction with LPS was correlated to an increase in *Myd88* gene expression (Fig. 11e). While the positive fraction showed a decrease in *Ly96* methylation with LPS administration (Fig. 11f), there was a trend toward increased *Ly96* gene expression (Fig. 11f). Of note, in the cases of *Tlr2, Myd88*, and *Ly96* promoter methylation, the changes in methylation observed in the positive fraction were not apparent in the input. This highlights the importance of studying DNA modifications in a cell-type-specific manner and the value of the Cx3cr1-NuTRAP model to study the relationship between microglia genomic methylation and transcriptome.

Lastly, to further demonstrate the utility of the NuTRAP system for additional molecular analyses, we examined microglial proliferation by stable isotopic labeling. This approach uses deuterium oxide (D_2_O) in drinking water, which quickly equilibrates its labeling with the deoxyribose moiety^35^. The labeled deoxyribose moiety is then incorporated into DNA through de novo synthesis only, with no contribution of salvage pathways or repair processes. After 30 days of D_2_O administration to Cx3cr1**-**NuTRAP mice INTACT isolation was performed and the DNA extracted. Incorporation of deuterium was determined through GC-MS in the positive fraction and input and found to be significantly greater in the positive fraction (Supplementary Fig. 18) indicating that microglial replication is greater than the average of all CNS cellular populations^36^.

In summary, the results offer extensive evidence to support the combination of inducible cre/lox and NuTRAP models as a suitable and powerful approach for the parallel study of the cell-specific epigenetic and transcriptomic signatures in the brain.

## Discussion

Two of the main challenges that obstruct the interpretation of neuroepigenetic studies are the isolation of specific cell types from the complex milieu of the CNS and the lack of approaches to analyze both the transcriptome and epigenome of such cells. Combining TRAP and INTACT tagging into one construct that can be temporally controlled provides a tractable approach for cell-type-specific paired analysis of the epigenome and transcriptome. We present the development, validation and application of this approach for astrocytes and microglia. These approaches could be applied to any CNS cell type for which there is an appropriate cre driver line. The inducible nature of the Cre-*Lox* systems used (Aldh1l1-cre/ERT2^12^ and Cx3cr1-cre/ERT2^13^), in combination with the recently developed NuTRAP construct^11^, also allows for temporal control of labeling of cell-specific nuclei and polyribosomes, avoiding the deleterious effects of constitutive DNA recombination during development and potential confounds from having developmental expression of the cre when studying adult/aged stages of the lifespan. To the best of our knowledge, this is the first study applying the NuTRAP model to neuroscience research. Importantly, these results also provide approaches for generation and validation of NuTRAP neuroscience models crossed to any relevant cell-type-specific cre line.

The NuTRAP system combining TRAP and INTACT tagging approaches into one floxed construct was first described and applied to adipocytes^11^. The potential use in neuroscience research is relatively obvious as a number of reports describe the limitations of using cell sorting through surface markers. Importantly for glial research the very act of flow cytometry may change the activational state of these cells^5^. TRAP and INTACT isolations allow nucleic acids to be rapidly isolated from subcellular fractions decreasing the likelihood of isolation artifacts. Nonetheless, future applications of these mouse models include using the EGFP and/or mCherry labels to isolate specific cell types (or potentially nuclei) prior to single-cell transcriptomics or epigenomics. Focusing on a single-cell type for these analyses could provide greater insight into cell-type heterogeneity, especially cells such as these glial populations which represent a relatively small fraction of the cells in the brain. The use of validated cre/ERT2; NuTRAP technology not only to tag cell-specific nuclei and polysomes but also to delete genes of interest in the cells being tagged, is a promising and yet unexplored direction to be applied in mechanistic neuroscience/cell biology studies.

Validation of inducible cell-type-specific NuTRAP models requires multiple steps to confirm the specificity of both the NuTRAP induction and the TRAP and INTACT isolations. The flow cytometry and imaging validation experiments demonstrated Tam-dependent cell-type-specific induction of the NuTRAP construct in astrocytes and microglia. Transcriptomic studies demonstrated TRAP isolation of highly enriched astroglial RNA in the Aldh1l1-NuTRAP and microglial RNA in the Cx3cr1-NuTRAP-positive fractions isolated by TRAP procedures. Cell-type enriched genes also demonstrated commonalities with other ribosomal profiling studies and cell-sorting studies. Differences in the total number of enriched genes in common likely represent differences in the tissue dissected, cre lines, technical variables and the use of stringent cutoffs. When examined irrespective of cutoffs for enrichment, high levels of concordance in gene enriched was evident. Validation of cell-type-specific DNA poses a more challenging question but cell-type-specific DNA modification patterns are consistent with the concept of cell-type-specific hypomethylation of cell marker genes. Together these studies provide high confidence that these are valid models to be applied in a broad spectrum of neuroscience research studies ranging from brain aging, to neurodegenerative and neuropsychiatric studies. Moreover, the validation approach can be applied to any new NuTRAP model and the protocols described here can be scaled-down to microdissected CNS tissue, such as hippocampus.

These findings also reveal new insights into astrocyte and microglia biology. Non-neuronal cells have been reported to have less CG hydroxymethylation than other cells in the brain and also have lower non-CG methylation^1^. While it is sometimes simplistically believed hydroxymethylation and non-CG methylation are restricted to neurons these findings provide evidence that while CG hydroxymethylation and non-CG methylation levels are lower in non-neuronal CNS cell populations they are not absent. To date, there is no explanation for why hydroxymethylation is not evident in the non-CG context but as previously reported this modification is absent or at a level below detection^14,25^. Both the genome wide and locus-specific analyses demonstrate consistent patterns of CpG island DNA modifications, lowest in the island itself with rising levels in shores and plateaus in shelves. As well, modifications presented the classic nadir near the TSS across cell types. This suggests the regulation of these patterns is common across cell types with the overall level of modification controlled in a cell-type-specific manner. This is also evident in the locus-specific analyses where the base-specific pattern of methylation was consistent across cell types and input, with the difference being in the level of modifications. The consistent topography across cell types warrants further examination as this would argue for a yet undescribed form of regulation that is independent of gene expression. This is exemplified by the BSAS analysis of cell marker genes, which differ in CG methylation level but not overall pattern. This was also observed with CH methylation. These findings allow us to speculate that CH methylation is not random and that base-specific regulation of mCH occurs along with mCG. More broadly, in relation to gene expression, previously described general principles of an inverse relationship between gene expression and promoter methylation held true in the specific cell types. Future high depth WGoxBS analysis enabled by NuTRAP models will aid the field in understanding the commonalities and differences in both the effects and regulation of DNA modifications across CNS cell types.

To determine the sensitivity of cre/ERT2-NuTRAP approaches for the detection of molecular changes at the cell-type-specific level that are not evident in tissue homogenates we acutely administered LPS to Cx3cr1-NuTRAP mice. Microglia-specific transcriptome and epigenome changes were revealed that could not be detected without affinity purification. Further, we demonstrated how our approach in combination with other labeling approaches, in this case D_2_O, could help provide insight into how cell-specific genomic changes influence dynamic processes of the cell, such as replication. Collectively, our experiments demonstrated that the NuTRAP approach can be applied to CNS cell populations and INTACT approaches can be used to study DNA modifications, not only at the whole genome and gene promoter levels, but also in repeat elements of the genome, as shown here for the first time.

In light of the increasing interest in cell-specific contributions to the CNS epigenome^2,24^ and transcriptome^3,5,12,19,20,30,31,37^ landscapes, the use of transgenic inducible cre mouse models that allow for manipulation of specific floxed genes, or tagging of cell-specific nuclei/and or polysomes represent valuable research tools. Models using constructs such as INTACT^2^ and RiboTag^9^ constitute critical advancements for DNA or RNA studies of specific cell types. However, the introduction of inducible-cre mouse lines in combination with NuTRAP technology, as validated in this study, is a powerful strategy in the interrogation of the cell-type-specific dependent differences in the transcriptomes and epigenomes in the adult CNS.

## Methods

### Animals

All animal procedures were approved by the Institutional Animal Care and Use Committee at the University of Oklahoma Health Sciences Center (OUHSC) and the Oklahoma Medical Research Foundation (OMRF). Mice were purchased from the Jackson Laboratory (Bar Harbor, ME), bred, and housed in the animal facility at the OUHSC and OMRF, under SPF conditions in a HEPA barrier environment. In separate breeding strategies Aldh1l1-Cre/ERT2^+/wt^ males (stock number # 29655)^12^ and Cx3cr1-Cre/ERT2^+/+^ males (stock # 20940)^13^ were mated with NuTRAP^flox/flox^ females (stock # 029899)^11^ to generate the desired progeny, Aldh1l1-cre/ERT2^+/wt^; NuTRAP^flox/wt^ (Aldh1l1-cre/ERT2^+^; NuTRAP^+^) and Cx3cr1-cre/ERT2^+/wt^; NuTRAP^flox/wt^ (Cx3cr1-cre/ERT2^+^; NuTRAP^+^). DNA was extracted from mouse ear punch samples for genotyping. Mice (males and females) were ~3 months old at the time of performing experiments. Euthanasia prior to tissue harvesting was carried out either by cervical dislocation, or by cardiac perfusion with phosphate buffered saline (PBS), upon deeply anesthetizing mice with ketamine/xylazine. The primers used for genotyping (Integrated DNA Technologies, Coralville, IA) are included in Supplementary data 3.

### Tamoxifen (Tam) treatment

At ~3 months of age, mice received a daily intraperitoneal (ip) injection of tamoxifen (Tam) solubilized in 100% sunflower seed oil by sonication (100 mg/kg body weight, 20 mg/ml stock solution, #T5648; Millipore Sigma, St. Louis, MO) for five consecutive days^12,14^.

### Lipopolysaccharide (LPS) treatment, protein sample preparation, and suspension array

At 3–4 weeks post-Tam treatment, Cx3cr1-cre/ERT2^+^; NuTRAP^+^ mice were systemically administered 5 mg/kg LPS^31^ (#L2262, 1 mg/ml stock solution; Millipore Sigma) or vehicle (PBS) by ip injection. Blood was collected from the facial vein of mice at 4 h and 24 h post-LPS treatment, using a 5-mm sterile Goldenrod animal lancet (MEDIpoint, Mineaola, NY), mixed with 5 µl 0.5 M EDTA to prevent coagulation^38^, and centrifuged at 1000 × *g* for 10 min for plasma collection. At 24 h post LPS treatment, mice were euthanized and a sagittal slice circumscribing the medial line of their brains was harvested and homogenized in RIPA buffer supplemented with 1X Halt^TM^ protease inhibitor cocktail (#78437; ThermoFisher Scientific, Grand Island, NY) by sonication. The supernatants from tissue homogenates were assayed for protein content using a BCA protein method (#23225; ThermoFisher Scientific) and along with diluted plasma samples, used for protein analyses. Suspension array analyte concentrations were determined using a Bio-Rad Bio-Plex System Luminex 100 and Bio-Plex manager 5.0 (Bio-Rad Laboratories, Hercules, CA)^39^. Milliplex Map luminex-based assays were used to quantify the mouse inflammatory cytokines IL-6, TNFα, and INFɣ (#MCYTOMAG-70K; EMD Millipore, Billerica, MA). The concentration of each analyte detected in plasma was expressed as log transformed (pg analyte/ml) and that detected in tissue homogenate as pg analyte/mg protein.

### Flow cytometry

Halves of mouse brains were rinsed in D-PBS, sliced into 8–12 sagittal sections and placed into gentleMacs C-tubes, and processed for generation of single-cell suspensions using the Adult brain dissociation kit and gentleMacs^TM^ Octodissociator system (#130–107–677 and #130–095–937, respectively, Milteny Biotech, San Diego, CA). The single-cell suspensions were then immunostained for flow cytometric analysis of EGFP^+^ cell populations in the brain. The gating strategy of single cells was set to EGFP^+^/ACSA2^+^ for astrocytes (Supplementary Fig. 19) and EGFP^+^/CD11b^+^ for microglia (Supplementary Fig. 20). A 488 nm (blue) laser with 530/30 and 580/30 filter combinations was used to gate on EGFP^+^ cells within single cells (singlets) without auto-fluorescence interference. Subsequent gating based on CD11b or ACSA-2 expression was done with 640 nm laser and 676/629 filter, or with 488 nm laser and 740 LP filter combinations, respectively. The antibodies used were anti-mouse CD11b: APC (#17–0112, clone M1/70) (eBioscience, San Diego, CA), and ACSA-2: PE-Vio770 (#130–116–246, Milteny Biotec)^15^. Isotype controls for each antibody and unstained cells were used for proper post-color compensation (Supplementary Figs. 19, 20). Samples were analyzed using a Stratedigm S1400Exi flow cytometer platform (Stratedigm, San Jose, CA) and CellCapTure v5.0 RC12 and v4.1 RC10 software (Stratedigm) at the Laboratory for Molecular Biology and Cytometry Research core facility at OUHSC. Additional gating strategies used to analyze total singlets that are EGFP^+^ ACSA-2^+^ (Supplementary Fig. 21) or EGFP^+^ CD11b^+^ (Supplementary Fig. 22) gated EGFP and glial marker expression directly on the singlet population and were used for percentage calculations (Supplementary Fig. 23).

### Immunochemistry and imaging

For immunohistochemistry (IHC), mouse brains were harvested and hemisected. Vibratome sections: Samples were fixed for a duration of 4 h in 4% paraformaldehyde (PFA), embedded in 2% agarose, and vibratome-sectioned (Vibratome 3000 Sectioning System, The Vibratome Company, St. Louis, MO)^40^. Two-hundred-micrometer thick sagittal sections were permeated for 2 h in PBS containing 3% BSA and 0.2% Triton, and processed for fluorescence immunostaining. Frozen sections: Samples were fixed for a duration of 4 h in 4% PFA, cryoprotected by sequential incubations in PBS containing 15 and 30% sucrose, and then frozen in Optimal Cutting Temperature medium (Tissue-Tek, #4583). Twelve-micrometer thick sagittal sections were cryotome-cut (Cryostar NX70, ThermoFisher Scientific). Tissue sections were rinsed with PBS containing 1% Triton X-100, blocked for 1 h in PBS containing 10% normal donkey serum, and processed for fluorescence immunostaining. The primary antibodies included rabbit anti-mCherry (#ab167453, 1:500, Abcam, Cambridge, MA), chicken anti-mCherry (#ab205402, 1:500, Abcam), rabbit anti-GFP (#ab290, 1:100, Abcam), chicken anti-GFAP (#ab4674, 1:1,000, Abcam), rabbit anti-NeuN (#ab177487, 1:200, Abcam), and rat anti-CD11b (#C227, 1:200, Leinco Technologies, St. Louis, MO). For confocal imaging of nuclei suspensions, unfixed, freshly isolated nuclei were mixed with DAPI solution. Sequential imaging of brain samples and freshly isolated nuclei was performed on an Olympus FluoView confocal laser-scanning microscope (FV1200; Olympus; Center Valley, PA) at the Dean McGee Eye Institute imaging core facility at OUHSC. Microscope and FLUOVIEW FV1000 Ver. 1.2.6.0 software (Olympus) settings were identical/similar for samples within experiments at same magnification. The experimental format files were.oif (4-channel capture) or.oib (2 or 3-channel capture). For brain samples, the final Z-stack generated was achieved at 1.14–1.26 µm step size with a total of 12–16 optical slices at 20X magnification (1×, 1.5×, or 2× zoom) and/or 0.55–0.62 µm step size with a total of 23–26 optical slices at ×40 magnifications (1.5× zoom). For nuclei samples, the Z-stack was achieved at 1.16 µm step size with 6–8 optical slices at ×20 magnification (2× zoom). A Zeiss Axiobserver Z1 Fluorescence Motorized Microscope (Carl Zeiss Microscopy, LLC, White Plains, NY) was used to capture entire sagittal brain sections (via Zen Blue ver.3.1 image tiling). Tiling was performed using a ×20 Plan Apo (N.A. 0.8) and an AxioCam MRm (rev 3) camera at the OMRF Imaging Core Facility. The image tiles were stitched in their native format (.czi) and the resulting composite image was compressed and exported as a.tiff file. Instrument settings for capture of raw images, as well as downstream processing (Adobe Photoshop CS5.1) of each raw image used for figure assembly are disclosed under the Supplementary data 6: equipment and settings.

### Isolation of nuclei from tagged specific nuclei (INTACT) and gDNA extraction

The purification of viable, cell-specific nuclei from brain tissue from Tam-induced Aldh1l1-cre/ERT2^+^; NuTRAP^+^ and Cx3cr1-cre/ERT2^+^; NuTRAP^+^ mice was achieved by combining two previously published protocols, with modifications^10,41^. For each mouse, a hemisected half-brain was rinsed in ice-cold 1× PBS, minced into small pieces and homogenized in 4 ml ice-cold nuclei EZ lysis buffer (#NUC-101, Millipore Sigma) supplemented with 1× Halt^TM^ protease inhibitor cocktail (ThermoFisher Scientific) using a glass dounce tissue grinder set (#D9063; Millipore Sigma: 20 times with pestle A and 20 times with pestle B)^41^. Undissociated tissue, largely composed of blood vessels, was removed by centrifugation at 200 × *g* for 1.5 min at 4 °C^42^, and the supernatant containing the nuclear material filtered through a 30 µm strainer and centrifuged at 500 × *g* for 5 min at 4 °C. The resulting nuclear pellet was resuspended in nuclei lysis EZ buffer, incubated on ice for 5 min, washed by centrifugation, and resuspended in 300 µl nuclei EZ storage buffer by gentle trituration with a micropipette. From the total resuspended pellet volume, 10% was reserved as input nuclei fraction and the rest was diluted with 1.6 ml nuclei purification buffer (NPB: 20 mM HEPES, 40 mM NaCl, 90 mM KCl, 2 mM EDTA, 0.5 mM EGTA, 1X Halt^TM^ protease inhibitor cocktail), and subjected to the INTACT protocol^10^. Briefly, 30 µl of resuspended M-280 Streptavidin Dynabeads (#11205, ThermoFisher Scientific) were added into a fresh 2 ml microcentrifuge tube and washed with 1 ml of NPB using a DynaMag-2 magnet (#12321; ThermoFisher Scientific) for a total of three washes (1 min incubation/each). The washed beads were reconstituted to their initial volume (30 µl) with NPB and gently mixed with the nuclear suspension. The mixture of nuclei and magnetic beads was incubated at 4 °C for 40 min under gentle rotation settings to allow the affinity binding of streptavidin beads to the cell-specific, biotinylated nuclei. After incubation, the streptavidin-bound nuclei were magnetically separated with the DynaMag-2 magnet for a period of 3 min and the unbound nuclei collected in a fresh 2 ml microcentrifuge tube, centrifuged at 4 °C (1000 × *g*, 3 min), resuspended in 100 µl of NPB and reserved as the negative nuclei fraction. The nuclei bound to the beads were washed in the magnet for three washes (1 min/each), resuspended in 30 µl of NPB, and reserved as the positive nuclei fraction. From each nuclear fraction [input, negative (depleted of biotinylated nuclei), and positive (enriched in biotinylated nuclei)], a 3 µl aliquot was mixed with equal volume of DAPI counterstain and used for confocal microscopy visualization and calculation of purity percentage (3–5 fields of view per sample). The AllPrep DNA/RNA kit Micro (#80284, Qiagen, Germantown, MD) was used to extract gDNA from each sample^10^. gDNA was quantified with a Nanodrop 2000c spectrophotometer (Thermofisher Scientific) and its quality assessed by genomic DNA D1000 (#5067–5582) with a 2200 Tapestation analyzer (Agilent Technologies, Santa Clara, CA).

### Bisulfite amplicon sequencing (BSAS)

INTACT-isolated gDNA samples (input, negative fraction, and positive fraction) and mouse methylation controls (#80–8063-MGHM-5 and #80–8064-MGUM-5; EpigenDX, Hopkinton, MA) were diluted in nuclease free elution buffer (Qiagen) to a 10 ng/µl concentration (200 ng gDNA in 20 µl final volume). DNA was bisulfite converted for methylation analysis with the EZ DNA Methylation-Lightning^TM^ Kit (#D5030T; Zymo Research, Irvine, CA), according to the manufacturer’s guidelines. For methylation quantitation of gene promoters, primer sets (Integrated DNA Technologies; Supplementary Data 4) were designed based on the appropriate National Center for Biotechnology Information (NCBI) reference genome using the Methyl Primer Express v1.0 software (Thermofisher Scientific) to amplify 250–350 bp regions of interest upstream or downstream the transcription start site (TSS) from bisulfite-converted DNA^43^. Bisulfite specific PCR optimization protocols were run to amplify and visualize amplicons by HSD1000 Tapestation. PCR amplicons were cleaned with Agencourt AmpureXP beads (#A63882; Beckman Coulter Life Sciences, Indianapolis, IN) using a two-sided size selection with 0.7× bead ratio followed by 0.15× bead ratio. Following clean-up, the amplicons were quantified using Qubit^TM^ dsDNA HS assay kit (#Q32851; Thermofisher Scientific) and 5 ng of each amplicon was pooled per sample. One ng of the pooled amplicons was used for library construction with the Nextera XT DNA library preparation kit (#FC-131–1096; Illumina, San Diego, CA), according to the manufacturer’s guidelines. Libraries were quantified with Qubit^TM^ dsDNA HS assay kit and TapeStation HD1000, normalized to 1 nM or 4 nM, and pooled for sequencing. Pooled libraries were then sequenced on iSeq or MiSeq (Illumina) at loading concentrations 35 pM or 8 pM, respectively. Fastq files were aligned to amplicon sequences in CLC Genomics Workbench 11.0 (Qiagen) using the “Map Bisulfite Reads to Reference” feature. Site-specific CpG (CG) and CH methylation percentages were extracted for downstream analysis.

### Library construction and oxidative bisulfite sequencing (OxBS-seq)

For each input, negative, and positive INTACT-isolated sample 400 ng of gDNA was brought up to 50 µl volume with 1× low-EDTA TE buffer and sheared with a Covaris E220 sonicator (Covaris, Inc., Woburn, MA) to an average 200 base pair size using the following settings: intensity of 5, duty cycle of 10%, 200 cycles per burst, two cycles of 60 seconds, at 7 °C. The size of sheared products was confirmed by capillary electrophoresis (DNA D1000, Agilent). gDNA fragments were cleaned by an Agencourt bead-based purification protocol, after which gDNA was quantified (Qubit^TM^ dsDNA, Thermofisher Scientific). Two aliquots of 200 ng gDNA fragments were prepared in a 12 µl volume to which 1 µl of spike-in control DNA (0.08 ng/ul) with known levels of specific mC, hmC, and fC at individual sites was added. End repair, ligation of methylated adaptors (#L2V11DR-BC 1–96 adaptor plate, NuGEN, Tecan Genomics, Inc., Redwood City, CA) and final repair were performed according to manufacturer’s instructions (Ovation Ultralow Methyl-Seq Library System, NuGEN)^14^. Of the two DNA aliquots per sample, one was oxidized and then bisulfite- converted and the other only bisulfite-converted with the True Methyl oxBS module (NuGEN) with desulfonation and purification. 22 µl of libraries were eluted from the magnetic beads. qPCR was used to determine the number (N) of PCR cycles required for library amplification. Bisulfite-converted samples were amplified for seven cycles while oxidative bisulfite- converted samples were amplified for 11 cycles [95 °C- 2 min, N (95 °C-15 s, 60 °C-1 min, 72 °C-30s)]. Amplified libraries were purified with Agencourt beads and eluted in low-EDTA TE buffer. TapeStation HD1000 was used to validate and quantify libraries. Amplified libraries were normalized to a concentration of 4 nM and pooled, denatured, and diluted to 12 pM for sequencing on the NovaSeq 6000 (Illumina) according to manufacturer’s guidelines with the exception of a custom sequencing primer (MetSeq Primer) that was spiked in with the Illumina Read 1 primer to a final concentration of 0.5 µM.

### OxBS-seq data analysis

Global levels of mCG, hmCG, and mCH were analyzed^14^. Prior to alignment, paired-end reads were adaptor-trimmed and filtered using Trimmomatic^44^ 0.35. End-trimming removed leading and trailing bases with Q-score<25, cropped four bases from the start of the read, dropped reads less than 25 bases long, and dropped reads with average Q-score<25 Alignment of trimmed bisulfite-converted sequences was carried out using Bismark^45^ 0.16.3 with Bowtie 2^46^ against the mouse reference genome (GRCm38/mm10). Bams were deduplicated using Bismark. Methylation call percentages for each CpG and non-CpG (CH) site within the genome were calculated by dividing the methylated counts over the total counts for that site in the oxidative bisulfite-converted libraries (OXBS). Genome-wide CpG and CH methylation levels were calculated separately. Hydroxymethylation levels in CpG (hmCG) and CH (hmCH) contexts were calculated by subtracting call levels from the oxidative bisulfite-converted (OXBS) libraries from the bisulfite-converted (BS) libraries. BAM files generated by MethylSeq (Basespace, Illumina) were run through MethylKit in R^47^ to generate context-specific (CpG/CH) coverage text files. Bisulfite conversion efficiency for C, mC, and hmC was estimated using CEGX spike-in control sequences. Untrimmed fastq files were run through CEGX QC v0.2, which output a fastqc_data.txt file containing the conversion mean for C, mC, and hmC. Analysis of methylation levels in the proximity of the promoter region was performed on a list of selected genes as follows. The R package Enriched Heatmap^48^ was used to intersect methylation call files with genomic coordinates of gene lists. Flanking regions of 4000 nucleotides were constructed upstream of the transcription start site (TSS) and downstream of the transcription end site (TES) and then split into 20 bins of 200 nucleotides each. The gene body was split into 27 equal bins, depending on the gene length. The average of each bin for all genes in the list was then plotted versus the bin number to give a visualization of the overall pattern of mCG within and around the genes contained in the gene lists. Average mCG and hmCG levels were calculated for the upstream region (−4kb to TSS), gene body (TSS to TES), and downstream region (TES to +4 kb) for each gene list and biological replicate, and subjected to 2-way ANOVA statistical analysis with Sidak’s multiple comparisons correction (GEO repository under accession code GSE140271).

Repeat element mCG, mCH, and hmCG was also examined. Repeat masker bed files were extracted from the UCSC Genome Browser Table Browser^49^. The context-specific CpG/CH MethylKit text files were intersected with the repeat masker bed files using ‘bedtools’, and percent methylation was calculated by dividing the average percent methylation at all common sites by the total number of sites. This was done for long interspersed nuclear elements (LINE), short interspersed nuclear elements (SINE), long terminal repeats (LTR), and simple repeats.

### Translating ribosome affinity purification (TRAP) and RNA extraction

The purification of cell-specific RNA from brain tissue from Tam-induced Aldh1l1-cre/ERT2^+^; NuTRAP^+^ and Cx3cr1-cre/ERT2^+^; NuTRAP^+^ mice was achieved by following an established protocol, with slight modifications^11,50,51^. For each mouse, a hemisected half-brain or hippocampus was minced into small pieces and homogenized in 2 ml ice-cold homogenization buffer (50 mM Tris, pH 7.4; 12 mM MgCl2; 100 mM KCl; 1% NP-40; 1 mg/ml sodium heparin; 1 mM DTT) supplemented with 100 µg/mL cycloheximide (#C4859–1ML, Millipore Sigma), 200 units/ml RNaseOUT™ Recombinant Ribonuclease Inhibitor (#10777019; Thermofisher), and 1× cOmplete™, EDTA-free Protease Inhibitor Cocktail (#11836170001; Millipore Sigma) with a glass dounce tissue grinder set (#D8938; 10 times with pestle A and 10 times with pestle B). Homogenate was transferred to a 2 mL round-bottom tube and centrifuged at 12,000 × *g* for 10 min at 4 °C. After centrifugation, 100 µL of the supernatant was saved as input. The remaining supernatant was transferred to a 2 mL round-bottom tube and incubated with 5 µg/µl of anti-GFP antibody (ab290; Abcam) at 4 °C with end-over-end rotation for 1 h or overnight. Dynabeads™ Protein G for Immunoprecipitation (#10003D; Thermofisher) were washed three times in 1 ml ice-cold low-salt wash buffer (50 mM Tris, pH 7.5; 12 mM MgCl2; 100 mM KCl; 1% NP-40; 100 μg/ml cycloheximide; 1 mM DTT). After removal of the last wash, the homogenate/antibody mixture was transferred to the 2 ml round-bottom tube containing the washed Protein-G Dynabeads and incubated at 4 °C with end-over-end rotation for an additional 2 h. Magnetic beads were collected using a DynaMag-2 magnet and the unbound- ribosomes and associated RNA saved as the “negative” fraction (depleted). Beads were then washed three times with 1 ml of high-salt wash buffer (50 mM Tris, pH 7.5; 12 mM MgCl2; 300 mM KCl; 1% NP-40; 100 μg/ml cycloheximide; 2 mM DTT). Following the last wash, 350 µL of Buffer RLT (Qiagen) supplemented with 3.5 µl 2-β mercaptoethanol was added directly to the beads and incubated with mixing on a ThermoMixer (Eppendorf) for 10 min at room temperature. The beads were magnetically separated and the supernatant containing the target bead-bound ribosomes and associated RNA was transferred to a new tube. 350 µl of 100% ethanol was added to the tube (“positive” fraction: enriched in transcriptome associated to EGFP-tagged ribosomes) and then loaded onto a RNeasy MinElute column. RNA was isolated using RNeasy Mini Kit (#74104, Qiagen), according to manufacturer’s instructions. RNA was quantified with a Nanodrop 2000c spectrophotometer (Thermofisher Scientific) and its quality assessed by HSRNA screentape with a 2200 Tapestation analyzer (Agilent Technologies).

### Library construction and RNA sequencing (RNAseq)

The NEBNext Ultra II Directional Library Prep Kit for Illumina (#NEBE7760L; New England Biolabs Inc., Ipswich, MA) was used on 25 ng of total RNA for the preparation of strand-specific sequencing libraries from each TRAP-isolated RNA sample (input, negative fraction, and positive fraction) and from conventionally isolated RNA samples from brain (tissue), according to manufacturer’s instructions. Briefly, polyA containing mRNA was purified using oligo-dT attached magnetic beads. mRNA was chemically fragmented and cDNA synthesized. For strand-specificity, the incorporation of dUTP instead of dTTP in the second strand cDNA synthesis does not allow amplification past this dUTP with the polymerase. Following cDNA synthesis, each product underwent end repair process, the addition of a single ‘A’ base, and finally ligation of adapters. The cDNA products were further purified and enriched using PCR to make the final library for sequencing. Library sizing was performed with HSRNA ScreenTape (#5067–5579; Agilent Technologies) and libraries were quantified by qPCR (Kappa Biosystems, Inc., Wilmington, MA). The libraries for each sample were pooled at 4 nM concentration and sequenced using an Illumina NovaSeq 6000 system (SP PE50bp) at the Oklahoma Medical Research Foundation Genomics Facility.

### RNAseq data analysis

Following sequencing, reads were trimmed, aligned, differential expression statistics and correlation analyses were performed in Strand NGS software package (Agilent)^14^. Reads were aligned against the Mm10 build of the mouse genome (2014.11.26). Alignment and filtering criteria included: adapter trimming, fixed 2 bp trim from 5’ and 6 bp from 3’ ends, a maximum number of one novel splice allowed per read, a minimum of 90% identity with the reference sequence, a maximum of 5% gap, trimming of 3’ end with Q < 30. Alignment was performed directionally with Read 1 aligned in reverse and Read 2 in forward orientation. Reads were filtered based on the mapping status and only those reads that aligned normally (in the appropriate direction) were retained. Normalization was performed with the DESeq algorithm^52^. Transcripts with an average read count value >20 in at least 100% of the samples in at least one group were considered expressed at a level sufficient for quantitation per tissue and those transcripts below this level were considered not detected/not expressed and excluded, as these low levels of reads are close to background and are highly variable. For statistical analysis of differential expression, a one-way ANOVA or two-way ANOVA with the factors of TRAP fraction and treatment and a Benjamini–Hochberg Multiple Testing Correction followed by Student–Newman Keuls post-hoc test were used. For those transcripts meeting this statistical criterion, a fold change > |1.25| cutoff was used to eliminate those genes, which were statistically significant but unlikely to be biologically significant and orthogonally confirmable due to their very small magnitude of change. Visualizations of hierarchical clustering and principle components analysis were performed in Strand Next Generation Analysis Software (NGS) (Version 3.1, Bangalore, India). The entirety of the sequencing data is available for download in FASTQ format from NCBI Sequence Read Archive (GSE140895 and GSE140974). Cell-type-specific maker gene lists were generated from the reanalysis published by McKenzie et al^18^. of immunopurified^53^ and high throughput single-cell data from mice^54,55^. Published lists were filtered first by mean enrichment score of ≥3.5 and secondly to remove any genes that appeared on lists for multiple cell types. Comparisons of astrocyte gene enrichment in this study to previously published Aldh1l1-RiboTag^12^ and Gfap-TRAP^19^ were performed by downloading raw fastq files with GEO accession numbers GSE84540 and GSE99791, respectively, and processing the files through StrandNGS as above, with minor alterations as necessitated by the type of sequencing data. After alignment, astrocyte markers were classified by differential expression between the input and positive fractions of Aldh1l1-RiboTag, Aldh1l1-TRAP, and Aldh1l1-NuTRAP was assessed by *t*-test, BHMTC < 0.05 and FC > 5. The intersection of these gene lists was then used to construct a ribosomal-tagging astrocyte gene list. In a similar manner, microglial marker genes identified in this study (*t*-test, BHMTC *p* < 0.05 and FC(pos/input)>5) were compared to Cx3cr1(Jung)-RiboTag^5^ and Cx3cr1(Litt)-TRAP^3^ by downloading raw fastq files with GEO accession numbers GSE114001 and GSE108356, respectively, and processing as above. Gene expressions of selected genes from previously published gene lists^12,19,20^ were imported into the IPA software Ingenuity Pathway Analysis (IPA) 01.12 (Qiagen Bioinformatics) to assess pathway/biological function enrichment analysis.

### Quantitative PCR (qPCR)

Confirmation of gene expression levels was performed with qPCR^14,56,57^. cDNA was synthesized with the ABI High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems Inc., Foster City, CA) from 25–100 ng of purified RNA. qPCR was performed with gene-specific primer probe fluorogenic exonuclease assays (TaqMan, Life Technologies, Waltham, MA, Supplementary Table 1) and the QuantStudio™ 12 K Flex Real-Time PCR System (Applied Biosystems). Relative gene expression (RQ) was calculated with Expression Suite v 1.0.3 software using the 2^−ΔΔ^Ct analysis method with *Hprt* or *Gapdh* as an endogenous control.

### Stable isotope labeling

Microglial proliferation was measured as incorporation of deuterium into purine deoxyribose^58^. Briefly, mice were given an intraperitoneal injection of 99.9% D_2_O and subsequently provided drinking water enriched with 8% D_2_O for 30 days. Following INTACT isolation, DNA was extracted from nuclei using QiAamp DNA mini kit (Qiagen, Valencia, CA) according to manufacturer protocol. Extracted DNA was hydrolyzed overnight at 37 °C with nuclease S1 and potato acid phosphatase. Hydrolysates were prepared for analysis of the pentafluorobenzyl-*N*,N-di(pentafluorobenzyl) derivative of deoxyribose by GC-MS. Enrichment of deuterium in DNA from bone marrow was similarly analyzed for each animal to determine precursor enrichment. Fraction of new DNA was calculated based on the product/precursor relationship.

### Statistics and reproducibility

Datasets with groups of *n* < 10 were analyzed using GraphPad Prism version 8.2.0 (435) (San Diego, CA) and represented as dot plots with underlying bar graph with mean ± S.E.M. (standard error of the mean) or box plots consisting of median (boxes spanning Q1–Q3 and whiskers to the maximum and minimum value). Further information on research design is available in the Nature Research Reporting Summary linked to this article and in Supplementary Data 5.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

## Data Availability

Sequencing data that support the findings of this study have been deposited in GEO repository with the GSE140271 accession code for information on oxBS-seq data (used for Fig. 9 and Supplemental Figs. 13 and 14). The entirety of the RNA-sequencing data is available for download in FASTQ format from NCBI Sequence Read Archive (GSE140895, GSE159106, GSE140974). Supplementary imaging data are available from figshare.com with 10.6084/m9.figshare.12670895 and 10.6084/m9.figshare.12669698. All source data underlying the graphs presented in the main/Supplementary Figs. are available in Supplementary Data 7. Other data that support the findings of the study are available from the corresponding author (W.M.F.) upon request.

## References

[1] Lister R (2013). Global epigenomic reconfiguration during mammalian brain development. Science.

[2] Mo A (2015). Epigenomic signatures of neuronal diversity in the mammalian brain. Neuron.

[3] Ayata P (2018). Epigenetic regulation of brain region-specific microglia clearance activity. Nat. Neurosci..

[4] Luo C (2017). Single-cell methylomes identify neuronal subtypes and regulatory elements in mammalian cortex. Science.

[5] Haimon Z (2018). Re-evaluating microglia expression profiles using RiboTag and cell isolation strategies. Nat. Immunol..

[6] van den Brink SC (2017). Single-cell sequencing reveals dissociation-induced gene expression in tissue subpopulations. Nat. Methods.

[7] Angermueller C (2016). Parallel single-cell sequencing links transcriptional and epigenetic heterogeneity. Nat. Methods.

[8] Heiman M (2008). A translational profiling approach for the molecular characterization of CNS cell types. Cell.

[9] Sanz E (2009). Cell-type-specific isolation of ribosome-associated mRNA from complex tissues. Proc. Natl Acad. Sci. USA.

[10] Deal RB, Henikoff S (2011). The INTACT method for cell type-specific gene expression and chromatin profiling in Arabidopsis thaliana. Nat. Protoc..

[11] Roh HC (2017). Simultaneous transcriptional and epigenomic profiling from specific cell types within heterogeneous tissues in vivo. Cell Rep..

[12] Srinivasan R (2016). New transgenic mouse lines for selectively targeting astrocytes and studying calcium signals in astrocyte processes in situ and in vivo. Neuron.

[13] Yona S (2013). Fate mapping reveals origins and dynamics of monocytes and tissue macrophages under homeostasis. Immunity.

[14] Chucair-Elliott AJ (2019). Tamoxifen induction of Cre recombinase does not cause long-lasting or sexually divergent responses in the CNS epigenome or transcriptome: implications for the design of aging studies. Geroscience.

[15] Kantzer CG (2017). Anti-ACSA-2 defines a novel monoclonal antibody for prospective isolation of living neonatal and adult astrocytes. Glia.

[16] Sun W (2017). SOX9 is an astrocyte-specific nuclear marker in the adult brain outside the neurogenic regions. J. Neurosci..

[17] Verkhratsky A, Nedergaard M (2018). Physiology of astroglia. Physiol. Rev..

[18] McKenzie AT (2018). Brain cell type specific gene expression and co-expression network architectures. Sci. Rep..

[19] Boisvert MM, Erikson GA, Shokhirev MN, Allen NJ (2018). The aging astrocyte transcriptome from multiple regions of the mouse brain. Cell Rep..

[20] Itoh N (2018). Cell-specific and region-specific transcriptomics in the multiple sclerosis model: focus on astrocytes. Proc. Natl Acad. Sci. USA.

[21] O’Koren EG, Mathew R, Saban DR (2016). Fate mapping reveals that microglia and recruited monocyte-derived macrophages are definitively distinguishable by phenotype in the retina. Sci. Rep..

[22] Aguzzi A, Barres BA, Bennett ML (2013). Microglia: scapegoat, saboteur, or something else?. Science.

[23] Yeh H, Ikezu T (2019). Transcriptional and epigenetic regulation of microglia in health and disease. Trends Mol. Med..

[24] Sabbagh MF (2018). Transcriptional and epigenomic landscapes of CNS and non-CNS vascular endothelial cells. elife.

[25] Hadad N (2016). Absence of genomic hypomethylation or regulation of cytosine-modifying enzymes with aging in male and female mice. Epigenetics Chromatin.

[26] Wen L (2014). Whole-genome analysis of 5-hydroxymethylcytosine and 5-methylcytosine at base resolution in the human brain. Genome Biol..

[27] Masser DR (2018). Analysis of DNA modifications in aging research. Geroscience.

[28] de Koning AP, Gu W, Castoe TA, Batzer MA, Pollock DD (2011). Repetitive elements may comprise over two-thirds of the human genome. PLoS Genet..

[29] Papin C (2017). Combinatorial DNA methylation codes at repetitive elements. Genome Res..

[30] Bennett ML (2016). New tools for studying microglia in the mouse and human CNS. Proc. Natl Acad. Sci. USA.

[31] Clarke LE (2018). Normal aging induces A1-like astrocyte reactivity. Proc. Natl Acad. Sci. USA.

[32] Zamanian JL (2012). Genomic analysis of reactive astrogliosis. J. Neurosci..

[33] Kielian T (2006). Toll-like receptors in central nervous system glial inflammation and homeostasis. J. Neurosci. Res..

[34] Cheray M, Joseph B (2018). Epigenetics control microglia plasticity. Front. Cell Neurosci..

[35] Busch R, Neese RA, Awada M, Hayes GM, Hellerstein MK (2007). Measurement of cell proliferation by heavy water labeling. Nat. Protoc..

[36] Reu P (2017). The lifespan and turnover of microglia in the human brain. Cell Rep..

[37] Guneykaya D (2018). Transcriptional and translational differences of microglia from male and female brains. Cell Rep..

[38] Chucair-Elliott AJ, Carr MM, Carr DJJ (2017). Long-term consequences of topical dexamethasone treatment during acute corneal HSV-1 infection on the immune system. J. Leukoc. Biol..

[39] Chucair-Elliott AJ, Gurung HR, Carr MM, Carr DJJ (2017). Colony stimulating factor-1 receptor expressing cells infiltrating the cornea control corneal nerve degeneration in response to HSV-1 infection. Invest. Ophthalmol. Vis. Sci..

[40] Chucair-Elliott AJ (2014). Microglia-induced IL-6 protects against neuronal loss following HSV-1 infection of neural progenitor cells. Glia.

[41] Habib N (2017). Massively parallel single-nucleus RNA-seq with DroNc-seq. Nat. Methods.

[42] Lopez-Sanchez N, Frade JM (2013). Genetic evidence for p75NTR-dependent tetraploidy in cortical projection neurons from adult mice. J. Neurosci..

[43] Masser, D. R., Stanford, D. R. & Freeman, W. M. Targeted DNA methylation analysis by next-generation sequencing. *J. Vis. Exp*. https://www.ncbi.nlm.nih.gov/pubmed/25741966 (2015).10.3791/52488PMC435466725741966

[44] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[45] Krueger F, Andrews SR (2011). Bismark: a flexible aligner and methylation caller for Bisulfite-Seq applications. Bioinformatics.

[46] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[47] Akalin A (2012). methylKit: a comprehensive R package for the analysis of genome-wide DNA methylation profiles. Genome Biol..

[48] Gu Z, Eils R, Schlesner M, Ishaque N (2018). EnrichedHeatmap: an R/Bioconductor package for comprehensive visualization of genomic signal associations. BMC Genomics.

[49] Casper J (2018). The UCSC Genome Browser database: 2018 update. Nucleic Acids Res..

[50] Heiman M, Kulicke R, Fenster RJ, Greengard P, Heintz N (2014). Cell type-specific mRNA purification by translating ribosome affinity purification (TRAP). Nat. Protoc..

[51] Kang SS (2018). Microglial translational profiling reveals a convergent APOE pathway from aging, amyloid, and tau. J. Exp. Med..

[52] Anders S, Huber W (2010). Differential expression analysis for sequence count data. Genome Biol..

[53] Zhang Y (2014). An RNA-sequencing transcriptome and splicing database of glia, neurons, and vascular cells of the cerebral cortex. J. Neurosci..

[54] Tasic B (2016). Adult mouse cortical cell taxonomy revealed by single cell transcriptomics. Nat. Neurosci..

[55] Zeisel A (2015). Cell types in the mouse cortex and hippocampus revealed by single-cell RNA-seq. Science.

[56] Simpson JT (2017). Detecting DNA cytosine methylation using nanopore sequencing. Nat. Methods.

[57] Masser DR (2014). Hippocampal subregions exhibit both distinct and shared transcriptomic responses to aging and nonneurodegenerative cognitive decline. J. Gerontol. A Biol. Sci. Med. Sci..

[58] Miller BF, Drake JC, Naylor B, Price JC, Hamilton KL (2014). The measurement of protein synthesis for assessing proteostasis in studies of slowed aging. Ageing Res. Rev..

# Supplementary material for: Inducible cell-specific mouse models for paired epigenetic and transcriptomic studies of microglia and astroglia
**Source:** Commun Biol. 2020 Nov 19;3:693. doi: 10.1038/s42003-020-01418-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

### Title: Supplementary Data 1.

Description: Gene lists from Figure 3. Cell type specific maker gene lists were generated from re-analysis of published data of immunopurified and high throughput single cell data from mice. Published lists were filtered first by mean enrichment score of  $\geq 3.5$  and secondly to remove any genes that appeared on lists for multiple cell types. Comparisons of astrocyte gene enrichment in this study to previously published Aldh1l1-RiboTag and Gfap-TRAP were performed by downloading raw fastq files and processing the files through StrandNGS, as described in Methods.

### Title: Supplementary Data 2.

Description: Genes lists from Figure 6. Cell type specific maker gene lists were generated from re-analysis of published data of immunopurified and high throughput single cell data from mice. Published lists were filtered first by mean enrichment score of  $\geq 3.5$  and secondly to remove any genes that appeared on lists for multiple cell types. Comparisons of microglial gene enrichment in this study to previously published Cx3cr1(Jung)-RiboTag and Cx3cr1(Litt)-TRAP were performed by downloading raw fastq files and processing the files through StrandNGS, as described in Methods.

### Title: Supplementary Data 3.

Description: Primers used for genotyping of Aldh1l1- NuTRAP and Cx3cr1- NuTRAP mice (information available from Jax.org website). DNA was extracted from mouse ear punch samples for genotyping using oligo sequences available from Jax laboratories website.

### Title: Supplementary Data 4.

Description: Methyl primer sequences used for BSAS assays in the study. For methylation quantitation of gene promoters, primer sets were designed based on the appropriate National Center for Biotechnology Information (NCBI) reference genome using the Methyl Primer Express v1.0 software (Thermofisher Scientific) to amplify 250-350 bp regions of interest upstream or downstream the transcription start site (TSS) from bisulfite converted DNA.

### Title: Supplementary Data 5.

Description: Comprehensive information on the statistical analysis used in this study. information on the statistical analyses of the data, experimental groups, sample sizes, p values for all Figures/Supplementary Figures with graphed data in this study.

Title: Supplementary Data 6.

Description: Instrument and settings (Immunohistochemistry and imaging methods). Instrument settings for capture of raw images, as well as downstream processing (Adobe Photoshop CS5.1) of each raw image used for figure assembly in this study.

Title: Supplementary Data 7.

Description: Source data used to graph data in this study. All source data underlying the graphs presented in the main/Supplementary Figures in this study.

How the deposited data were processed for this re-analysis (not part of the article)

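The TRAP-RNAseq libraries of both NuTRAP lines were analysed from the authors' read counts per gene. Aldh1l1-NuTRAP mice express the tagged ribosomal protein in astrocytes and Cx3cr1-NuTRAP mice in microglia after tamoxifen. The 29 libraries comprised the negative and positive fractions of 3 Aldh1l1-NuTRAP mice, the input, negative and positive fractions of 6 Cx3cr1-NuTRAP mice, and whole tissue of 5 of the latter. Input and whole tissue of the Aldh1l1-NuTRAP mice were not analysed here, so the positive fraction of that line was compared with its negative fraction. Each library was assigned to its fraction and mouse by the label of its column, and 0 columns of per-sample values were left without a sample. The sex of each mouse is not given in the labels.

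The authors trimmed the reads, aligned them to mm10 in Strand NGS and assigned them to RefSeq genes. Their table has 36172 gene rows identified by symbol and Entrez identifier, of which 14057 have 0 counts in every library and 454 carry a symbol that is on more than 1 row. It has no rows for mitochondrially encoded genes. The raw values of each library are expected counts per gene, which the authors made by trimming the reads, aligning them to mm10 and assigning them to genes in Strand NGS, without normalization, per the paper's methods and the file header. Of the nonzero raw values, 82.8% are not whole, and the raw values were rounded to whole numbers before any test. The other values are log2 values, which the authors made from these counts by DESeq normalization, as deposited and per the paper's methods. Recomputing them as the log2 of the raw count over a DESeq size factor, with a floor of 1, minus the median of the 6 Cx3cr1-NuTRAP inputs for each gene, gave a largest difference of 1.6e-06. This last step is inferred from the values. Only the raw counts were used for the results. Gene positions are from the GENCODE annotation of GRCm38, the assembly also called mm10.

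Total counts per library are given at each experiment. Over all libraries they ranged from 4260949, in the whole tissue of mouse 210, to 26857866. Genes at or under 3 counts in every library of a group were treated as at the floor, and a fold against such a group was taken only as a bound. Genes with more than 20 counts in every library of at least one of the groups compared were tested, after the filter in the paper's methods. Counts were scaled by the TMM method and compared with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3, robust trended dispersion, two-sided), with Benjamini-Hochberg adjustment and a threshold of 0.05. A 5-fold change was used for marker genes, as in the paper. The Python steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

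The comparisons were positive against negative fraction in Aldh1l1-NuTRAP mice, positive fraction against input, negative fraction and whole tissue in Cx3cr1-NuTRAP mice, negative fraction against input and input against whole tissue in the same mice, and the positive fractions of both lines against each other. The difference between the lines in the ratio of positive to negative fraction was tested as an interaction over 13983 genes. Only the groups compared entered each fit, and the mouse was not used as a block in the main fits. A check of the pairing by mouse, over residual expression of libraries of one mouse, gave correlations across genes above 0.1 in 3 of 3 pairs of Aldh1l1-NuTRAP fractions, in 5 of 6 pairs of Cx3cr1-NuTRAP negative fraction and input, in 3 of 6 pairs of positive fraction with either, and in 0 of 5 pairs with whole tissue.

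Marker gene lists for astrocytes, microglia, neurons and oligodendrocytes, and the ribosomal-tagging lists, were taken from Supplementary Data 1 and 2. Their log2 ratios within each mouse were computed from edgeR's log2 CPM (counts scaled to the library total) with a prior count of 2, and the median of all tested genes was subtracted. Medians over mice were tested by exact sign-flip permutation, two-sided, and medians between lines by exact permutation of the mice. A further 17 gene sets were written by hand: erythrocyte, endothelial cell, pericyte and smooth muscle, choroid plexus, ependymal cell, oligodendrocyte precursor, homeostatic microglia, border-associated macrophage, monocyte and neutrophil, T and B lymphocyte, abundant neuronal, immediate early, mitochondrially encoded, nuclear non-coding RNA, cytosolic ribosomal protein, glucocorticoid response and sex linked genes. A set was summarised where at least 3 of its genes were tested. The 7 gene ontology sets were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with fry as the second test. Principal components were computed on centred log2 CPM of all genes that passed the filter.

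The sample groups, tests, lists, sets and alternatives were fixed before the data were examined. The genes named are those the paper names in its TRAP text and figures, Rpl10a and Rangap1 as parts of the NuTRAP construct, the genes of the hand-written sets, and the 5 genes with the largest rise and the 5 with the largest fall in each line among those with an adjusted p under 0.05, more than 20 counts in every library of both groups and the same direction in every mouse. The alternatives were DESeq2 size factors in edgeR, total counts only, the DESeq2 1.42.0 Wald test, limma on log2 normalized counts with a pseudocount of 1, no filter on low counts, at least 100 counts in every library of at least one group, the mouse as replicate block, all groups in one fit, leaving out each mouse in turn, prior counts of 0.5 and 10, lists without centring or with the mean, set tests with an estimated correlation, and principal components over 500 genes or with genes scaled to unit variance. Their effect is given in the closing section.

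The tests were also run on simulated counts with 200 changed genes and a dispersion of 0.02. The edgeR test called 196 of 196 changed genes that passed the filter in the design of the Aldh1l1-NuTRAP comparison and 200 of 200 in that of the Cx3cr1-NuTRAP comparison, and called 0.09% of the unchanged genes in each. The qPCR, flow cytometry, imaging, INTACT, bisulfite and hippocampus data of the paper were not analysed here. Comparisons with other studies were not repeated, since they need data from outside the libraries.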

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

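Of the tests below, those of RNA of other cells, of choroid plexus or ependymal tissue, and of microglial RNA in the negative fraction were chosen only after the results were seen. The depth and normalization predictions for mouse 194 were written before their test and were split into the astrocyte and oligodendrocyte lists and the choroid plexus set only after it. All medians are log2 ratios within a mouse, minus the median of all tested genes.

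Among 63 groups of libraries or mice tested, 12 had one sample far from the others, where chance would give 3.1. Many of these groups share libraries, so they are not independent, and 9 of the 12 concern mouse 194.

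In the Cx3cr1-NuTRAP mice, mouse 194 had a lower median of the astrocyte list than the 5 others, -0.62 for positive fraction over input (others -0.35 to -0.22) and -0.62 for positive over negative fraction. The same held for the oligodendrocyte list (-0.82 and -0.79) and for the choroid plexus set (-1.72 and -1.53), and its mean log2 expression of the astrocyte list in the positive fraction was 5.38 (others 5.59 to 5.64). Its median of the border-associated macrophage set, positive over negative fraction, was 4.57 (others 2.53 to 3.15). Its median of the oligodendrocyte precursor set, input over whole tissue, was -0.73 (others -0.32 to -0.20). The last 2 values were not followed further. A difference in depth as the whole cause of the astrocyte and oligodendrocyte values is argued against, since mouse 194 lay apart in 4 of these 4 medians with every library thinned to the same total. For the choroid plexus set, with 5 genes, it lay apart in 0 of 2 medians after thinning (-1.62 and -1.18), so depth stays open there. The normalization stays open for the astrocyte and oligodendrocyte lists, since without centring and with total counts only mouse 194 lay apart in 2 of the 4 medians, and it is argued against for the choroid plexus set, where mouse 194 lay apart in 2 of 2. Less RNA of other cells held back with the beads is a candidate explanation. Mouse 194 had the highest microglia list and the lowest median in 6 of 8 lists and sets of other cell types, but mouse 155 was lowest in the endothelial and ependymal sets, so this also stays open. No biological explanation was tested, since the labels give no condition that sets mouse 194 apart.

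Mouse 155 had a median of the cytosolic ribosomal protein set of -0.87, positive over negative fraction, where the 5 other Cx3cr1-NuTRAP mice had -0.09 to 0.27. Depth as the whole cause is argued against, since the median was -0.84 with every library thinned to the same total, and so is GC content, since it was -0.95 after removing the trend with transcript GC content. After removing the trend with transcript length it was -0.31 (others -0.11 to 0.05), and mouse 155 no longer lay apart, so a bias with gene length in the libraries of this mouse is a candidate explanation. The input of mouse 155 also had the largest share of counts in its 10 largest genes, 2.66% against 2.54% to 2.58% in the other inputs. What set this share apart was not tested.

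Mouse 210 had a median of the endothelial set of -0.53, input over whole tissue, where the 4 other mice had -1.50 to -1.28. Its whole tissue library is the shallow one with 4260949 counts. The set itself is described below.

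The ratio of positive to negative fraction differed between the lines at an adjusted p under 0.05 for 7751 of the 13983 genes tested as an interaction. Only the real arrangement, 1 of the 84 splits of the 9 mice into 3 and 6, gave as many, and the most that another split gave was 950. The medians of 14 of 18 lists and sets differed at an exact permutation p under 0.05 (0.0238, adjusted 0.0306, for the endothelial set and 0.0119, adjusted 0.0165, for the 13 others). Relative to Cx3cr1-NuTRAP, the Aldh1l1-NuTRAP ratio was higher by 3.21 for the astrocyte list, by 3.15 for the ribosomal-tagging astrocyte list, by 2.74 for the choroid plexus set and by 2.12 for the ependymal set. The difference was -3.83 for the microglia list, -4.7 for the ribosomal-tagging microglia list, -5.14 for the homeostatic microglia set, -1.43 for the neuron list, -0.77 for the oligodendrocyte list, -0.79 for the oligodendrocyte precursor set, -1.60 for the abundant neuronal set, -0.56 for the endothelial set, -0.98 for the immediate early set and -1.87 for the nuclear non-coding RNA set. The targeted cell type is the difference that the design names, but other differences between the lines are not separated from it. The paper describes a longer wait after tamoxifen for Cx3cr1-NuTRAP mice than for flow cytometry and imaging of Aldh1l1-NuTRAP mice. The labels give no sequencing batch.

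The neuron list fell in the Aldh1l1-NuTRAP positive fraction (-1.60) and much less in the Cx3cr1-NuTRAP positive fraction (-0.18 against the negative fraction). With every library thinned to the same total the difference between the lines was -1.43 (exact permutation p = 0.0119, the smallest that 84 splits allow), so a difference in depth is argued against as its whole cause. RNA of other cells held back with the beads could dilute the pulldown of a rarer cell type. As the only cause, dilution would lower the lists of all other cell types alike if each list were equally free of genes that the targeted cells express. The oligodendrocyte median lay below the neuron median by 0.21 on average in the Cx3cr1-NuTRAP positive fraction over input (-0.209, 6 of 6 mice, exact sign-flip permutation p = 0.0312). How free the lists are of such genes was not tested, so this difference cannot decide and dilution stays open. A mixture of such RNA with expression in the targeted cells stays open, and so does the difference in cell type.

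The choroid plexus and ependymal sets rose in the Aldh1l1-NuTRAP positive fraction, by 2.15 ± 0.59 and 1.61 ± 0.35 (SD, n = 3 mice). The lowest of these medians in any mouse and set was 1.24. Choroid plexus tissue in the dissection alone is argued against. It would enter both fractions of a homogenate, and RNA held back with the beads would raise the set in either line, whereas the choroid plexus set fell in 6 of 6 Cx3cr1-NuTRAP mice, positive over negative fraction (-0.59 ± 0.47, SD, exact sign-flip permutation p = 0.0312). For the ependymal set this stays open, since the same median was -0.51 ± 0.72 (SD, n = 6 mice) and went both ways. Recombination in these cells and expression of the genes in astrocytes were not tested. All 5 choroid plexus genes and 4 of the 5 ependymal genes passed the count filter in these libraries.

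The paper's text gives no RNAseq count of genes that differ between input and whole tissue of the Cx3cr1-NuTRAP mice. At an adjusted p under 0.05, 4144 genes differed, 2217 of them higher and 1927 lower in input. Of 100 splits of these libraries drawn, 1 gave as many genes, the real one, and the highest count of another split was 2855. The endothelial set was lower in input by 1.19 ± 0.38 on the log2 scale (-1.189, SD, n = 5 mice, 5 of 5 mice, exact sign-flip permutation p = 0.0625, the smallest that 5 mice allow). It stayed lower after removing the trend with transcript length (-1.13) and with GC content (-1.18), and without mouse 210 (-1.35), which argues against each of these as the whole cause. Input is the supernatant of a centrifugation of the homogenate, and a loss of vessels that were not dissociated was not tested.

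Between negative fraction and input of these mice the paper's text gives no such count either. At an adjusted p under 0.05, 840 genes differed, 194 higher and 646 lower in the negative fraction, and 4376 genes had an unadjusted p under 0.05. Of 100 splits drawn, 1 gave as many genes, the real one. This count depends on the setting more than the others do. With the mouse as replicate block, which the pairing of these libraries allows, 5115 genes differed, 840 of them shared with the fit without the block. No gene passed without mouse 192, 209, 210 or 277, 3 did without mouse 194 and 3815 without mouse 155. The unadjusted p was under 0.05 for 3868, 3302, 2753 and 3528 genes in the 4 fits without a call. The negative fraction is what remains of the input after the pulldown. Its medians over input were -0.02 ± 0.02 for the microglia list (exact sign-flip permutation p = 0.0938), -0.02 ± 0.05 for the ribosomal-tagging microglia list (exact p = 0.312) and -0.11 ± 0.07 for the homeostatic microglia set (exact p = 0.0625; SD, n = 6 mice). Of the named microglial genes, Cx3cr1 had a log2 fold change of -0.07 (adjusted p = 0.485 from edgeR), C1qa 0.14, Aif1 0.31 and Sfpi1 0.15. These values are from the fit without the block. No value with the block was taken for these genes, so an absence of change cannot be concluded for them.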

How the results depend on the processing

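The results at claims were recomputed under the alternatives, which gave 583 values. Of these, 518 kept the direction and the side of the threshold, stayed within the spread between mice or, for counts of genes, stayed within 1.5 times of the planned count. By this last rule, 4887 higher and 4844 lower genes without mouse 290 counted as unchanged from 3569 and 3299. Of the others, 3 were weaker (in 3 of the 52 results), 8 stronger (in 4 results) and 54 moved (in 18 results), and none reversed. For the named genes and hand-written sets, 1853 of 1919 values were unchanged in this sense, 27 were weaker, 8 stronger, 5 moved and 26 reversed. Where no cause is given below, the cause was not tested.

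For the positive against the negative fraction of Aldh1l1-NuTRAP mice, 401 genes were more than 5-fold higher with total counts only, and 5211 genes were lower with the Cx3cr1-NuTRAP input as comparator, where the line and the comparator change together. The share of genes that were higher among those called was 33.6% with total counts only and 52% as planned, and the median of all genes then moved to -0.31. From 1977 to 4887 genes were higher, and from 1600 to 4844 lower, across the 3 fits that each left out one mouse. The lowest counts were those without mouse 293 and without mouse 294, and the highest were those without mouse 290, whose libraries are the shallow ones.

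For Cx3cr1-NuTRAP positive fraction against input, 480 genes were more than 5-fold higher without a filter on low counts, where more genes are tested. Against the negative fraction, from 1151 (without mouse 194) to 2090 (without mouse 155) genes were higher and from 570 (without mouse 192) to 2183 (without mouse 155) were lower across the 6 fits that each left out one mouse.

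The negative fraction against input moved under most settings. As planned, 194 genes were higher and 646 lower. The counts were 766 and 1290 with the DESeq2 Wald test, 2 and 13 with limma on log2 normalized counts, 53 and 228 without a filter, 2431 and 2684 with the mouse as replicate block, and 0 and 59 with all groups in one fit, where 1986 genes had an unadjusted p under 0.05. In the other comparisons the block moved no count of higher or lower genes by more than 1.5 times, but single genes changed. Of the 3352 genes called between Cx3cr1-NuTRAP positive and negative fractions, 2311 were also called with the block. Of the 4144 called between input and whole tissue, 2939 were. The block changed no call of the named genes that were recomputed, but none were recomputed for negative fraction against input. In that comparison, leaving out one mouse gave from 0 to 1774 higher genes and from 0 to 2041 lower genes. The lowest counts were those without mouse 192, among others, with 3868 genes at an unadjusted p under 0.05. The highest were those without mouse 155.

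Of input against whole tissue, 1121 genes were higher with all groups in one fit. From 1270 (without mouse 192) to 2697 (without mouse 210) were higher and from 1190 (without mouse 194) to 2698 (without mouse 210) were lower across the fits that each left out one mouse. The whole tissue of mouse 210, with 4260949 counts, limits which genes pass the filter in that comparison.

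In the marker gene lists of the Aldh1l1-NuTRAP mice, the mean in place of the median gave 2.66 for the astrocyte list, -0.91 for the microglia list and -0.95 for the oligodendrocyte list. The microglia list was also -1.05 with a prior count of 10 and -0.96 over genes with at least 100 counts, and with total counts only and no centring it was -1.14 and the oligodendrocyte list -1.14. All of these kept their direction. In Cx3cr1-NuTRAP positive fraction over input, the neuron list passed an exact permutation p of 0.05 before adjustment without a filter (-0.257), without centring under TMM (-0.263), without centring with total counts only (-0.257) and with the mean (-0.199).

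For the gene ontology sets, fry also called cholesterol transport (0.671, adjusted p = 0.00218), complement activation (1.382, adjusted p = 0.000239) and immune response (0.259, adjusted p = 0.00138). With an estimated correlation, cholesterol biosynthetic process (0.855, adjusted p = 0.276), fatty acid metabolic process (0.885, adjusted p = 0.276) and ion channel activity (-0.648, adjusted p = 0.335) were no longer called. Over genes with at least 100 counts, immune response was called (0.7, adjusted p = 0.0206).

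The first principal component held 85.7% of the variance of the Aldh1l1-NuTRAP libraries over the 500 genes with the largest variance and 60.5% with genes scaled to unit variance. For the Cx3cr1-NuTRAP libraries these shares were 72.1% and 34.2%, and with scaled genes 5 of 6 positive fractions lay outside the range of the others. Over all libraries, 500 genes gave 60.6% with 9 of 9 positive fractions outside, and scaled genes put 3 of 9 outside.

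The reversals concern values near 0. Eno2, Cx3cr1-NuTRAP positive fraction over input, was 0.017 with DESeq2 size factors and with the DESeq2 Wald test, 0.008 with limma, 0.002 without a filter, 0.028 with at least 100 counts and 0.022 with all groups in one fit, and ranged from -0.044 to 0.088 across the fits that each left out one mouse. Over genes with at least 100 counts, the ribosomal protein set was -0.062 in Aldh1l1-NuTRAP and 0.007 in Cx3cr1-NuTRAP positive over negative fraction, and without one mouse it ranged from -0.178 to 0.193 and from -0.055 to 0.174. The ribosomal-tagging astrocyte list, Cx3cr1-NuTRAP positive fraction over input, was 0.006 with the mean. In that comparison the ependymal set ranged from -0.154 to 0.045 and the immediate early set from -0.089 to 0.018 without one mouse. In input over whole tissue, the homeostatic microglia set was 0.031 without a filter, 0.013 without centring under TMM and 0.031 without centring with total counts only, and the glucocorticoid response set 0.014 without a filter and 0.014 without centring with total counts only. Without one mouse they ranged from -0.051 to 0.085 and from -0.045 to 0.028.

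In the differences between groups, total counts only lowered the share of higher genes among those called from 48% to 31.3% between the positive fractions of both lines, and from 46.1% to 31.3% in the interaction.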

Differences from the paper's values

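The gene counts, shares of variance, list medians, list sizes and fold changes of the named genes that the paper gives were each within 1.5 times of the value here in the analysis as planned. Over all matched genes of the paper's supplementary tables, some fold changes were further apart. There, the median ratio of the value here to the paper's was 1.05 over 459 matched genes of the Aldh1l1-NuTRAP positive fraction, where the paper divides by input and the values here by the negative fraction, and 1.0 over 105 matched genes of the Cx3cr1-NuTRAP positive fraction. Of these genes, 55 and 2 were more than 1.5 times apart. The copies of these tables that were used hold only part of the genes.

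The copy of the ribosomal-tagging astrocyte list held 126 genes, where the paper's text gives 127 as the paper's number.

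The paper reports depletion of Eno2 in the Cx3cr1-NuTRAP positive fraction by qPCR. In the RNAseq counts, Eno2 had a log2 fold change of -0.01 against input (adjusted p = 0.964 from edgeR) and of -0.07 against the negative fraction (adjusted p = 0.617). None of the alternatives set before the data were examined called it against input, with log2 fold changes from -0.044 to 0.088. In the same comparison with input, Aldh1l1 (-0.2, adjusted p = 0.109) and Opalin (-0.47, adjusted p = 0.0993) were lower, as the paper's qPCR found, without passing an adjusted p of 0.05.

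The paper reports over-representation of genes for receptors and channels and for synapse modification in astrocyte enriched transcripts, from lists of other studies. The gene ontology sets used here are other lists. Ion channel activity had a mean difference of -0.65 and synapse assembly one of -0.41 between the Aldh1l1-NuTRAP positive and negative fractions. The paper reports under-representation of complement and immune mediators. The sets complement activation (1.38, with 3 tested genes) and immune response (0.26) were not lower here. They passed an adjusted p of 0.05 in the upward direction under fry (0.000239 and 0.00138), and immune response also did over genes with at least 100 counts in every library of one fraction (0.7, adjusted p = 0.0206). No setting called either of them lower.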

Other observations

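The tests of the mixed sample, of Rpl10a and of Malat1 below were chosen only after the results were seen, and the prediction for Rpl10a, first written for both lines together, was split by line after that.

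As a check of the labels, Xist and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were counted in each library. In 7 of the 9 mice every library had either under 4 CPM of Xist, with at least 108 of the Y-linked genes, or at least 88 of Xist with under 2 of the Y-linked genes. The exceptions were mice 210 and 290. In mouse 210, the input, negative and positive fractions had 1.31 to 2.77 CPM of Xist, and whole tissue had 65.2. In mouse 290, both libraries had Xist, 98.2 and 287, and also 8.9 and 5.94 of the Y-linked genes.

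For the whole tissue of mouse 210, a mixed sample is a candidate explanation. Its Xist level was 18% to 19.2% of that in the whole tissue of mice 192 and 194. Its Y-linked level was 76.1% to 80.1% of that of mice 209 and 277. A mixture with whole tissue RNA like that of mice 192 and 194 would leave 80.8% to 82%. Xist was 1542.19 to 3141.78 CPM in positive fractions, so RNA of another fraction would give another share. On the components of the Cx3cr1-NuTRAP libraries it lay at -12.7 and -2.3. The whole tissue of mice 192, 194, 209 and 277 lay at -33.35 or below and at -30.4 or below. What was mixed in, if anything, stays open. The whole tissue of mouse 210 was also the shallowest library. The mixture would put RNA of another mouse into the comparisons with whole tissue, and the endothelial set, for one, stayed lower in input without this mouse (-1.35). For mouse 290 no explanation was tested.

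Rpl10a, whose coding sequence is part of the NuTRAP construct, had a log2 fold change of 2.12 in the Aldh1l1-NuTRAP positive over negative fraction (standard error 0.21, adjusted p = 0.000249 from edgeR). It rose more than each of 77 other ribosomal protein genes, whose median was 0.23 and of which Rps27l was highest at 1.78. Reads of the transgene counted on Rpl10a are a candidate explanation in that line. In the Cx3cr1-NuTRAP positive fraction over input Rpl10a had a log2 fold change of 0.71, below that of Rps27l at 0.9, where the median of the 77 others was 0.25. In the positive over negative fraction of that line it had one of 0.53 (adjusted p = 0.00764 from edgeR), where the median of the others was -0.01 and Rps27l had 0.56. Rpl10a thus rose above most ribosomal protein genes in that line too, but since Rps27l, which is not part of the construct, rose as much, reads of the transgene cannot be told apart there from a rise of single ribosomal protein genes. Rangap1, also part of the construct, had log2 fold changes of 1.29 and 0.3.

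Malat1 varied between the Cx3cr1-NuTRAP mice in the positive fraction over input, with log2 ratios relative to all tested genes of 3.48 in mouse 155, 3.43 in mouse 192, 3.75 in mouse 194, 1.64 in mouse 209, 1.78 in mouse 210 and 2.34 in mouse 277. Nuclei held back with the beads could bring the other nuclear RNAs of the set along. The median of the 5 others followed Malat1 over the mice (rank correlation 0.886, exact permutation p = 0.0333, n = 6 mice), which this explanation needs. It ranged from -0.57 to 1.21 and was above that of all genes in 3 of the 6 mice. The microglia list followed Malat1 as well (rank correlation 0.943, exact permutation p = 0.0167, n = 6 mice), so a difference in the yield of microglial RNA stays open beside nuclei. Sex, which the labels do not give, stays open too and was not tested. In the label check above, all libraries of mice 155, 192 and 194 had Xist, and those of mice 209 and 277 the Y-linked genes, as did those of mouse 210.

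The hand-written sets had the following medians in the Aldh1l1-NuTRAP positive over negative fraction, given as mean ± SD over 3 mice, with an exact permutation p that cannot go below 0.25. The sets that fell in all 3 mice were erythrocyte (-2.23 ± 0.38), pericyte and smooth muscle (-0.72 ± 0.13), oligodendrocyte precursor (-1.47 ± 0.28), homeostatic microglia (-1.76 ± 0.40), abundant neuronal (-1.80 ± 0.04), immediate early (-1.08 ± 0.28), nuclear non-coding RNA (-1.59 ± 0.19) and glucocorticoid response (-0.25 ± 0.25). The endothelial (-0.13 ± 0.15) and cytosolic ribosomal protein (0.01 ± 0.42) sets went both ways. The ribosomal-tagging microglia list had a median of -1.59 ± 0.19.

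In the Cx3cr1-NuTRAP positive fraction over input, the homeostatic microglia (3.34 ± 0.50) and border-associated macrophage (2.98 ± 0.71) sets rose in 6 of 6 mice, and the pericyte and smooth muscle (-0.53 ± 0.45), choroid plexus (-0.64 ± 0.55) and oligodendrocyte precursor (-0.81 ± 0.28) sets fell in 6 of 6 mice (SD, n = 6 mice, exact sign-flip permutation p = 0.0312 each, adjusted 0.0659). The others had an exact permutation p above 0.05 (SD, n = 6 mice): endothelial (0.37 ± 0.35), erythrocyte (-0.59 ± 1.02), ependymal (-0.09 ± 0.43), abundant neuronal (-0.11 ± 0.26), immediate early (-0.03 ± 0.22), nuclear non-coding RNA (0.30 ± 0.68), cytosolic ribosomal protein (0.25 ± 0.34), glucocorticoid response (-0.10 ± 0.12) and the ribosomal-tagging astrocyte list (-0.07 ± 0.09). The endothelial median was -0.07 to 0.125 in mice 155, 192 and 194, and 0.648 to 0.72 in mice 209, 210 and 277. These groups of mice also had no overlap in the microglia, astrocyte, neuron and oligodendrocyte lists and the pericyte and smooth muscle set. They overlapped in the choroid plexus, ependymal and oligodendrocyte precursor sets. The first group had Xist in the label check, and no cause was tested. Against the negative fraction, the endothelial set was higher in 6 of 6 mice (0.43 ± 0.37), and the erythrocyte set (-0.87 ± 1.01) and the ribosomal-tagging astrocyte list (-0.14 ± 0.12) were lower in 6 of 6 mice (SD, n = 6 mice, exact sign-flip permutation p = 0.0312 each, adjusted 0.0494).

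In input over whole tissue, the 5 mice cannot give an exact permutation p under 0.0625. The immediate early (0.53 ± 0.17) and nuclear non-coding RNA (0.91 ± 0.47) sets were higher in input in 5 of 5 mice, and the ependymal (-0.99 ± 0.48), pericyte and smooth muscle (-0.47 ± 0.27), oligodendrocyte precursor (-0.34 ± 0.23) and cytosolic ribosomal protein (-0.20 ± 0.15) sets were lower in 5 of 5 (SD, n = 5 mice). The erythrocyte (0.28 ± 0.42), choroid plexus (0.89 ± 0.84), homeostatic microglia (-0.001 ± 0.21), border-associated macrophage (0.15 ± 0.33), abundant neuronal (0.37 ± 0.31) and glucocorticoid response (-0.02 ± 0.11) sets went both ways. The monocyte and neutrophil set and the T and B lymphocyte set had 0 tested genes in every comparison, the mitochondrially encoded genes are not in the table, and the sex linked set had 1 or 2 tested genes, so none of these was summarised. The border-associated macrophage set had 2 tested genes in the Aldh1l1-NuTRAP libraries and was not summarised there.

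Other splits of the libraries into groups of the same sizes were fitted for each comparison. The 6868 genes at an adjusted p under 0.05 between Aldh1l1-NuTRAP positive and negative fractions were reached by 1 of the 10 splits, the real one, which is the smallest share that 3 against 3 libraries can give, and by 1 of the 4 splits that part every pair of fractions. The 6764 genes of Cx3cr1-NuTRAP positive fraction against input, the 3352 genes against the negative fraction and the 6984 genes against whole tissue were each reached by 1 of 100 splits drawn, the real one. Among splits that part every pair, each was reached by 1 of 32, and the highest counts of the others were 3620, 1552 and 4187. The 8718 genes between the positive fractions of both lines were reached by 1 of 84 splits, the highest of the others being 859. For the gene ontology sets, 4 of the 10 splits gave at least as many sets at an adjusted p under 0.05 as the 3 of the real split, so for these sets chance cannot be told apart with 3 against 3 libraries. These 10 splits ignored the pairing by mouse, and splits that part every pair were not run for the sets.

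Over all 29 libraries, the first principal component held 41.4% of the variance. On it, 8 of the 9 positive fractions lay outside the range of the other libraries (-19.6 to 5.8), but on opposite sides by line. The Aldh1l1-NuTRAP positive fractions lay at 113.91 or above, and the Cx3cr1-NuTRAP positive fractions between -33.45 and -14.17. Those of mice 192, 209 and 277 passed the range only narrowly, at -20.36, -20.09 and -20.08. This component thus set apart mainly the Aldh1l1-NuTRAP positive fractions.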
